# Muscle transcriptome analysis reveals molecular pathways and biomarkers involved in extreme ultimate pH and meat defect occurrence in chicken

**DOI:** 10.1038/s41598-017-06511-6

**Published:** 2017-07-25

**Authors:** Stéphane Beauclercq, Christelle Hennequet-Antier, Christophe Praud, Estelle Godet, Anne Collin, Sophie Tesseraud, Sonia Métayer-Coustard, Marie Bourin, Marco Moroldo, Frédéric Martins, Sandrine Lagarrigue, Elisabeth Le Bihan-Duval, Cécile Berri

## Abstract

The processing ability and sensory quality of chicken breast meat are highly related to its ultimate pH (pHu), which is mainly determined by the amount of glycogen in the muscle at death. To unravel the molecular mechanisms underlying glycogen and meat pHu variations and to identify predictive biomarkers of these traits, a transcriptome profiling analysis was performed using an Agilent custom chicken 8 × 60 K microarray. The breast muscle gene expression patterns were studied in two chicken lines experimentally selected for high (pHu+) and low (pHu−) pHu values of the breast meat. Across the 1,436 differentially expressed (DE) genes found between the two lines, many were involved in biological processes related to muscle development and remodelling and carbohydrate and energy metabolism. The functional analysis showed an intensive use of carbohydrate metabolism to produce energy in the pHu− line, while alternative catabolic pathways were solicited in the muscle of the pHu+ broilers, compromising their muscle development and integrity. After a validation step on a population of 278 broilers using microfluidic RT-qPCR, 20 genes were identified by partial least squares regression as good predictors of the pHu, opening new perspectives of screening broilers likely to present meat quality defects.

## Introduction

Poultry meat is known for its relative inexpensiveness and good nutritional quality. However, the competitiveness of the poultry industry is impacted by several quality defects such as the well-known PSE- and DFD-like syndromes, which are respectively related to low and high meat pH^1^, and the emerging white striping (WS)^2, 3^ and wooden breast (WB)^4^ defects, whose incidence is currently growing at a rapid pace. PSE- and DFD syndromes are directly related to muscle glycogen storage at death, which is the main determinant of meat’s ultimate pH (pHu) in chicken^5^. Several recent studies also highlighted that lower glycogen storage in muscle predisposes breast meat to the WS and WB conditions^3, 6^. The genetic and physiological control of muscle glycogen in avian species is still largely unknown compared to mammals in which several mutations have been identified in relation to muscle glycogen and meat quality variations. Indeed, several mutations of the γ3 regulatory subunit of AMPK have been shown to be responsible for glycogen accumulation in muscle^7, 8^ and, in the case of the pig, low meat pHu and poor processing ability^9^. Studies performed in chicken have not yet identified major genes responsible of the pHu variation, suggesting a polygenic determinism of the trait^10, 11^. Therefore, unravelling the biological processes and molecular pathways underlying glycogen variations in chicken muscle remains an important objective that would help to limit the occurrence of the main meat quality defects in poultry^7, 8^. In this perspective, a divergent selection on the pHu of the breast *pectoralis major* muscle was carried out on a commercial line representative of the current broiler performances. After only five generations of divergent selection^12^, this experiment led to the creation of two lines, namely the pHu− and the pHu+ lines, which are respectively characterised by a very low and very high pHu. These two lines were recently fully characterised for their phenotypes related to meat quality attributes^12–14^ and for their serum and muscle metabolomics profiles^15^. The metabolomics approach allowed for the identification of 20 and 26 discriminating metabolites in the serum and muscle, respectively, and a set of 7 potential pertinent biomarkers of the pHu in the serum^15^. Carbohydrate metabolites were overrepresented in the pHu− line, consistently with its high level of muscle glycogen, while markers of oxidative stress and muscle catabolism characterised the pHu+ line, probably because of its low level of energy substrates. To gain a better understanding of the molecular pathways that underlie pHu variations in the breast meat of broilers, a chicken Custom 8 × 60 K Gene Expression Agilent Microarray (Agilent Technologies, Santa Clara, CA, USA) was used to perform a transcriptomic analysis using the same individuals that had been previously selected for the metabolome profiling. The analysis of the transcriptome enabled the identification of a subset of potential muscle genetic biomarkers of pHu using a univariate filtered sparse partial least squares (fsPLS) approach^16^, whose predictive value was further tested on a large number of animals (n = 278) by quantitative reverse transcription PCR (RT-qPCR) microfluidic arrays.

## Results

### Animals and breast *pectoralis major* muscle phenotypes

The transcriptome analysis was performed on 15 and 16 individuals from the pHu− and pHu+ lines, respectively. These individuals were chosen for their extreme low or high breast meat pHu values within each line. 

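Total RNA from the pectoralis major of each bird was labelled with the dye Cy3 and hybridised to 1 array per bird, on a custom Agilent chicken array that reads transcripts with oligonucleotide probes. The birds belonged to generation 6 of the divergent selection and were slaughtered at 6 weeks of age. The 31 arrays lay on 4 slides in 2 rows, and birds of both lines were present on every slide and in both rows. The authors deposited the scanner's spot intensities of each array, which Agilent Feature Extraction had corrected for background, and a table of log2 signals that they had centred on the median of each array. Among the 61657 non-control spots, 55.8 to 73.6% per array were well above background in the pHu− line and 61.9 to 83% in the pHu+ line. The median share was 72.8% on the 15 arrays of row 1 and 64.25% on the 16 arrays of row 2. For the values given here, the background-corrected intensities of the scanner files were log2 transformed, centred on the median of each array and averaged over the spots of a probe. A probe was taken as expressed when it was well above background on a share of at least 0.5 of the arrays of 1 line. The lines were compared with limma on each expressed probe, and p-values were adjusted by the Benjamini-Hochberg method. Fold-changes are log2 values of pHu− over pHu+, and the thresholds were those of the paper, an adjusted p-value of 0.05 and an absolute log2 fold-change of 0.26. The normalization, the background correction, the filter on dim probes, the weighting of arrays and the way the probes of a gene were combined could change the numbers, and the number of birds limits the precision.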

Their average phenotype values are described in Table 1. The individuals of the two lines showed a similar body weight, breast meat yield and abdominal fatness. However, they showed a difference in the breast meat pHu close to 0.8 pH units, corresponding to a 50 µM/g (lactate equivalent) difference in the muscle glycolytic potential, which is representative of the muscle glycogen content at death. The two populations were also characterised by great differences in terms of meat quality, especially the lightness, drip loss, and toughness, which were much higher in the pHu− line than in the pHu+ line, while the processing yield presented the opposite results (Table 1).

**Table 1:** Body composition and *pectoralis major* muscle traits^a^ of the pHu− (n = 15) and pHu+ (n = 16) individuals.

Growth and body composition	pHu− line	pHu+ line	p-value^b^
Body Weight (g)	3058 ± 246	3002 ± 268	0.6
Breast Yield (%)	20.4 ± 1.2	20.7 ± 2.2	0.6
Abdominal Fat Yield (%)	1.6 ± 0.3	1.6 ± 0.3	0.9
***P. major*** **quality traits**			
Glycolytic potential, µmol/g^c^	193.5 ± 16.1	142.1 ± 8.9	≤0.0001
Ultimate pH	5.55 ± 0.03	6.34 ± 0.09	≤0.0001
Lightness	54.8 ± 2.3	44.7 ± 4.6	≤0.0001
Drip loss during storage, % of initial weight	5.1 ± 1.3	1.8 ± 1.2	≤0.0001
Toughness after cooking, N	17.0 ± 2.0	11.7 ± 1.2	≤0.0001
Processing yield, % of cured meat	80.0 ± 1.7	87.7 ± 3.0	≤0.0001

^a^Values are expressed as the mean ± SD; ^b^Two-tailed Welch’s mean values equality t-test at 95% confidence level; ^c^Measured at 15 min post-mortem.

Muscle cross-sections from the two populations (pHu+ and pHu−) were further characterised using several histochemical stains. As expected, most of the pHu+ muscle fibres were depleted of glycogen despite their glycolytic metabolism (Fig. 1A and B). Most of muscle fibres of both lines cross-reacted with the MF14 antibody directed against the adult form of the fast myosin heavy chain (Fig. 1C and D). However, muscles of the pHu+ individuals were characterised by a higher number of cells expressing the developmental embryonic and/or neonatal isoforms of the fast myosin heavy chain (Fig. 1E–H).

**Figure 1:**
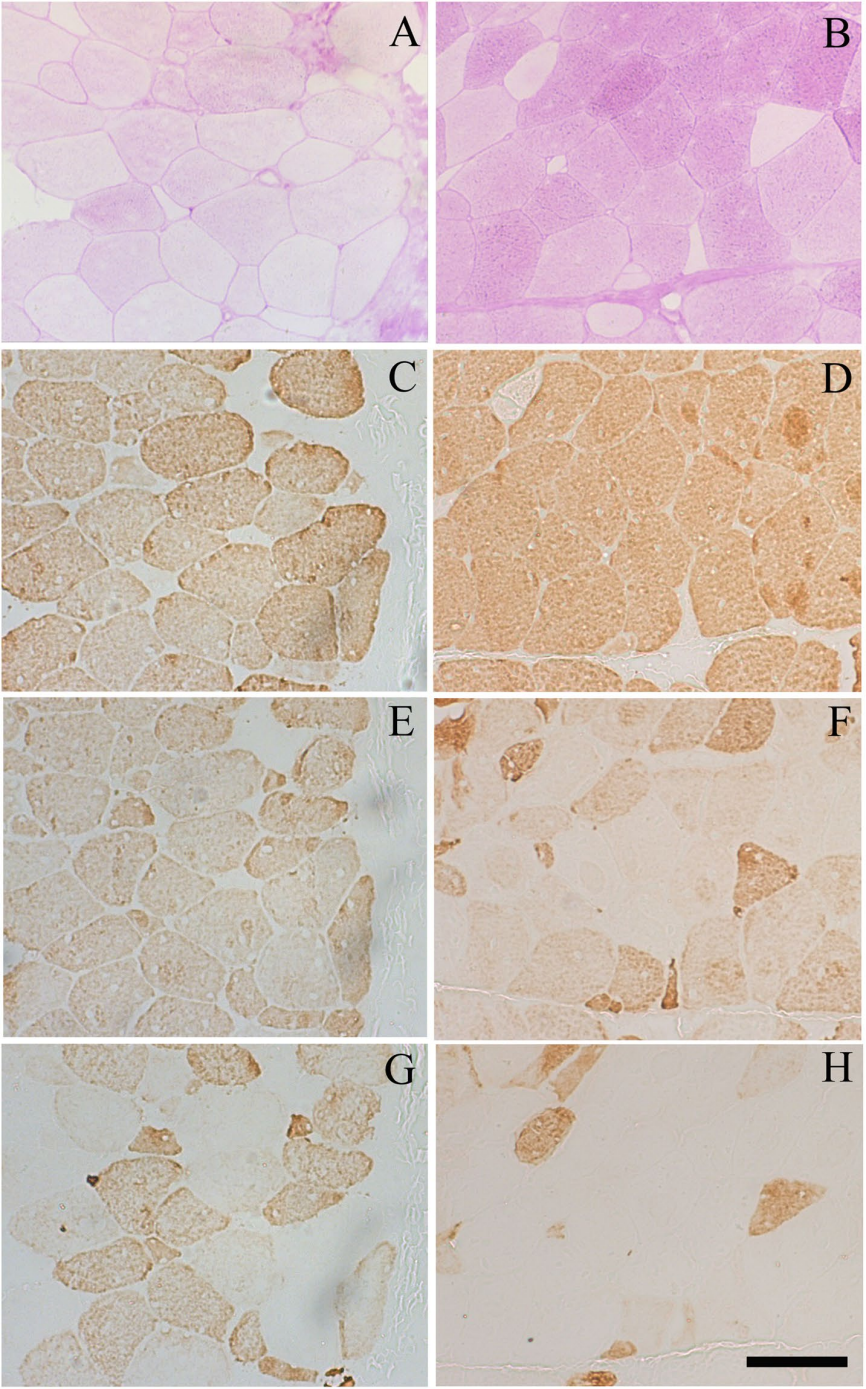
Serial light micrographs of the pHu+ (**A**,**C**,**E**,**G**) and pHu− (**B**,**D**,**F**,**H**) *pectoralis major* muscles. Periodic Acid Schiff histochemical staining (**A**,**B**), immunohistochemical staining of the adult (**C**,**D**), both embryonic and neonatal (**E**,**F**), and neonatal (**G**,**H**) isoforms of the fast myosin heavy chain. The adult and neonatal isoforms of the chicken fast myosin heavy chain were detected using the MF14 (**C**,**D**) and 2E9 (**G**,**H**) antibodies, respectively; the embryonic and neonatal isoforms were simultaneously revealed using the B103 antibody (**E**,**F**). All primary antibodies were purchased from the Developmental Studies Hybridoma Bank (Iowa City, IA). Scale bar: 100 µm.

### Gene expression and functional annotation analyses

Among the 61,657 probes spotted on the array, 39,653 (64%) corresponded to genes that were expressed in the chicken *pectoralis major* muscle tissue. This corresponded to 15,789 unique genes, each of them being represented by a single probe after k-means clustering. Among these genes, 1,436 (approximately 10%) were considered differentially expressed (DEGs) between the pHu− and pHu+ lines (adjusted p-value ≤ 0.05 and fold-change ≥1.2 or ≤0.8). 

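In the scanner files, 43085 of the 61657 non-control spots (69.9%) passed the expression filter, which corresponded to 40796 distinct probes (69.5% of 58697). With the requirement that a probe be well above background on every array of a line, 33266 probes were left. A share of at least 0.5 of all the arrays gave 39761 probes, and the scanner software's weaker call of a positive and significant signal gave 48907. The authors' table of processed values lists 39653 spots. Each of its values differed by at most 5e-09 from the log2 of the spot's median signal minus the median of its array, so those values carry no background correction.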

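The 40796 expressed probes were assigned to 22661 genes, of which 11441 carried a gene symbol. The others are known in the files only by the name of a transcript or a sequence. A single expressed probe represented 14449 genes, 2 probes represented 3431 and 3 or more represented 4781. Where a gene had 3 or more probes, these were separated into 2 clusters by k-means on the log2 fold-change and the −log10 adjusted p-value. The cluster with the higher mean −log10 adjusted p-value gave the gene its mean log2 fold-change and its largest adjusted p-value, while both probes were used where there were 2. The paper's text does not name the number of clusters. Symbols came from the files for most probes and were checked against the RefSeq genes of the chicken assembly bGalGal1.mat.broiler.GRCg7b, through which 3014 probes were named by their transcript accession. No symbol was found for 19437 of the 58697 probes.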

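At these thresholds, 1607 of the 22661 expressed genes (7.1%) and 2746 of the 40796 probes were differentially expressed by limma. An unadjusted p-value of at most 0.05 was found for 9825 probes, and the median standard error of a log2 fold-change was 0.133. The methods' t-test with Benjamini-Hochberg adjustment gave 2505 probes and 1455 genes. Leaving out the birds of slide 3 moved the count most, to 217 genes. Among the DEGs, 1035 had a single expressed probe. Another 448 had 3 or more, and for 232 of these the retained cluster held 1 probe.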

A total of 850 genes were upregulated and 586 were downregulated when comparing the pHu− individuals to the pHu+ ones. 

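Among the 1607 DEGs, 957 (59.6%) were upregulated and 650 were downregulated in the pHu− line. For the 828 DEGs with a gene symbol, these numbers were 474 and 354. The upregulated share was 53% when each array was centred on its 75th percentile and when the background was corrected by normexp, 58.7% with the authors' processed values and 65.2% with limma array weights. Without slide 3, 95 genes were upregulated and 122 downregulated, a share of 43.8%.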

As expected, the heat map obtained from the clustering of the DEGs (Fig. 2) showed a clear discrimination between the two groups characterised by the low or high pHu values. 

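The clustering of the 31 birds was repeated on the row-scaled values of the 1594 DEGs whose retained probes had a value on every array, with the Pearson distance and Ward's method. Divided into 2 branches, the tree held all 15 pHu− birds on the one and all 16 pHu+ birds on the other. These genes had been chosen by their difference between the lines, so no p-value was attached to this separation. Of the 1000 expressed probes with the largest variance over all birds, whose choice did not use the line, 994 had a value on every array, and these placed 7 of the 15 pHu− birds and 11 of the 16 pHu+ birds on the branch of their own line.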

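The FC of pHu− over pHu+ ran from 0.1 to 0.83 in the downregulated genes and from 1.2 to 9.67 in the upregulated genes in values fitted to background-corrected intensities. The extremes rest on dim probes and are bounds. The gene at 0.1 was well above background in 6 of 15 pHu− and 14 of 16 pHu+ birds and at least 5.17-fold lower in pHu−, and the gene at 9.67 was so in 8 of 15 and 5 of 16 birds and at least 6.23-fold higher. Among the 1209 DEGs well above background in all birds, the FC ran from 0.17 to 3.5. In the authors' processed values, which have no background correction, the lowest FC was 0.18 and the highest 3.93.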

The range of the fold-change (FC) ran between 0.21–0.8 and 1.2–3.9 in the down- and upregulated gene groups, respectively. 

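Of the DEGs with a gene symbol, NDUFB1, CLC2DL5, CAPSL, CRH and COL22A1 had the largest log2 fold-changes among those downregulated in the pHu− line. NDUFB1 stood at −2.52 (standard error 0.69, adjusted p = 0.0238 by limma) on 1 of its 4 probes, while its other probes lay between −0.03 and 0.12, and the call was lost when all its probes were averaged. CRH was at −2.08 (standard error 0.52, adjusted p = 0.015), with 14 of 16 pHu+ birds above the pHu− mean. Without the filter on dim probes, CRH and CAPSL did not pass. The probes behind the values of CLC2DL5, CAPSL and COL22A1 were not well above background in most pHu− birds, so that their FC is a bound, taken against the lowest signal well above background on each array. CLC2DL5 was at least 1.42-fold lower in pHu− and was measured in 2 of 15 pHu− birds, but its other probes had log2 fold-changes of 1.09 and 1.27. CAPSL was at least 1.88-fold lower and measured in 2 of 15 pHu− birds, and COL22A1 was at least 1.94-fold lower and measured in 3 of 15. A further COL22A1 probe, well above background in all birds, had a log2 fold-change of −1.46 (standard error 0.36, adjusted p = 0.0125). The genes most upregulated in pHu− were THSD7B, B3GALNT1, PHC3, GPR160 and CA9. CA9 had a log2 fold-change of 1.69 (standard error 0.24, adjusted p = 0.000125), and all 15 pHu− birds were above the pHu+ mean. THSD7B was at least 3.06-fold and 3.45-fold higher on its 2 probes, which were measured in 12 and 13 of the 16 pHu+ birds. The value of B3GALNT1, 1.81, rested on 1 of its 4 expressed probes, the others lying between 0.22 and 0.25 in fitted values, and the call was lost when only probes well above background on every array of a line were kept. PHC3 and GPR160 lie close together on chromosome 9 of galGal3, with probes starting at 21403496 and 21411877. PHC3 was at least 2.91-fold higher on that probe and GPR160 at least 3.32-fold, but PHC3 failed the threshold under 4 of 14 alternatives, among them the methods' t-test.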

Lists of the top 10 down- and upregulated genes are provided as supplementary data (Supplementary Table S1).

**Figure 2:**
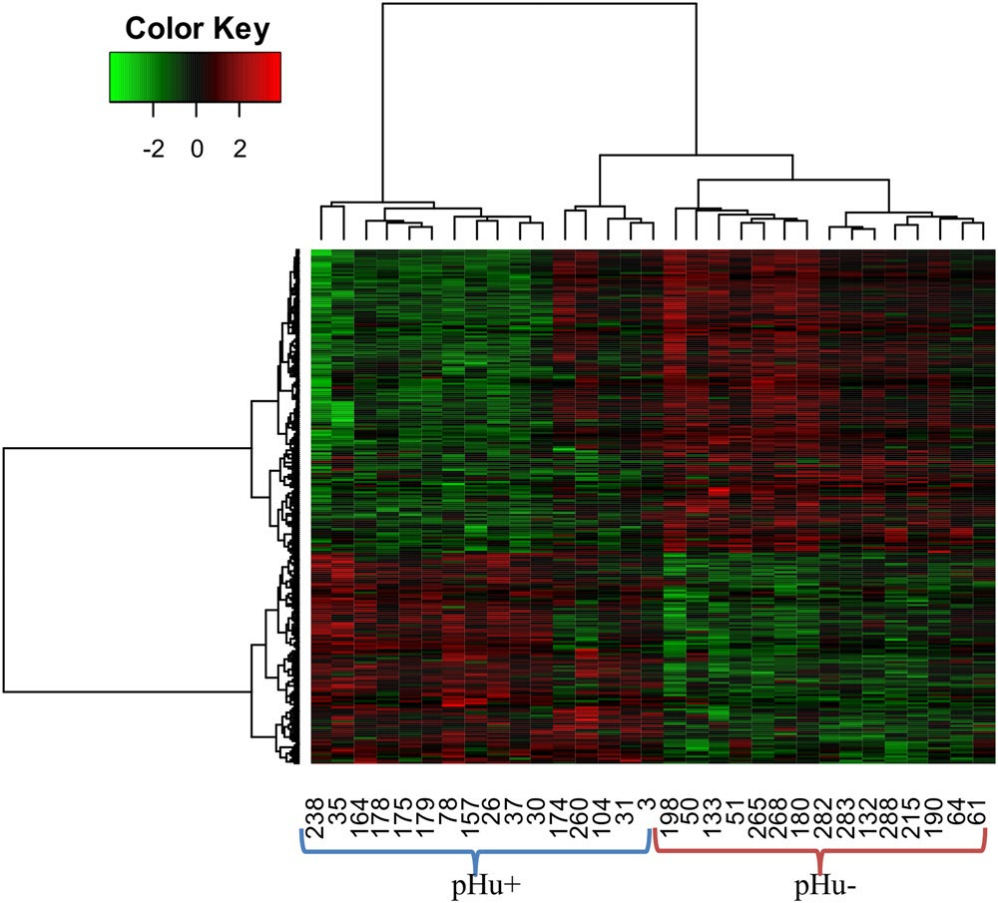
Heat map from the hierarchical clustering of differentially expressed genes between the pHu− and pHu+ individuals. The scaled expression by row (gene) is shown as a heat map and is reordered by a hierarchical clustering analysis (Pearson’s distance and Ward’s method) on both rows and columns.

Functional annotation was performed using an enrichment analysis with Fisher’s exact test. The over-representation of gene ontology (GO) terms within the group of DEGs was tested in the biological process ontology using the topGo R package, using the human orthology for collecting GO terms. Among the 1,436 DEGs, only 849 with human orthologues were mapped to Biological Pathway (BP) GO terms. The top 10 enriched BP GO terms were considered (Fig. 3). The most significantly enriched terms were canonical glycolysis with 53% of DEGs, muscle filament sliding (30%), wound healing (14%), muscle cell cellular homeostasis (40%), insulin-like growth factor receptor signalling pathway (31%), regulation of integrin-mediated signalling pathway (57%), gluconeogenesis (23%), cardiac muscle tissue morphogenesis (26%), nucleotide diphosphate metabolic process (29%), and modulation of synaptic transmission (17%). It is worth noting that within the processes linked to carbohydrates (canonical glycolysis and gluconeogenesis), most of the DEGs (90%) were overexpressed in the pHu− line.

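The GO enrichment was not repeated here, and lists of genes written before the data were examined were tested with limma's camera on the gene statistics. The list standing for muscle filament sliding held 35 contractile genes, 29 of them expressed. Of these, 3 were upregulated in the pHu− line (MYH2, TMOD4 and TNNC1) and 3 were downregulated (DES, TMOD1 and TPM3). Its median log2 fold-change was 0.22, and the list as a whole showed no net shift between the lines (camera p = 0.286, adjusted p = 0.357 over 10 lists). Camera works on signed statistics, in which genes that change in opposite directions cancel. It therefore cannot decide whether DEGs are over-represented in the list, as the paper tested. Of the 29 expressed contractile genes 6 were differentially expressed, against 7.1% of all expressed genes, a difference that was not tested. Adjusted over the list alone, 15 contractile genes were differentially expressed. Such counts take the p-value of a gene from the mean of its retained probes, so the test of a gene differs from the main one as well as the adjustment.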

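In a list of 24 glycolysis genes, 21 were expressed and 10 were differentially expressed, of which 9 were upregulated in the pHu− line. Adjusted over the list alone, 14 were. The list as a whole was higher in pHu− (camera p = 0.00113, adjusted p = 0.00734 over 10 lists). This held by fry (p = 0.00172). It also held under each of the 14 alternatives of normalization, filter, test and probe choice, with camera p-values from 0.000333 to 0.00218. It did not hold when camera estimated the correlation between the genes in place of its preset one (p = 0.122). Random splits of the birds gave camera p-values for this list of 0.0095, 0.01089, 0.01281, 0.01304 and 0.0131, among others. The p of 0.00113 may therefore be too small. The number of genes called depended on the birds, with 1 glycolysis gene differentially expressed without slide 1, 3 without slide 2, 0 without slide 3 and 9 without slide 4, while the camera p of the list lay between 0.000186 and 0.00685. Of the genes of a list for gluconeogenesis, 9 were expressed and 2 were upregulated in pHu−, FBP2 and SLC37A4. Together, 11 of 12 carbohydrate DEGs (91.7%) were upregulated in pHu−. From these processes the paper states that carbohydrate genes were mostly overexpressed in the pHu− line.

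**Figure D1:**
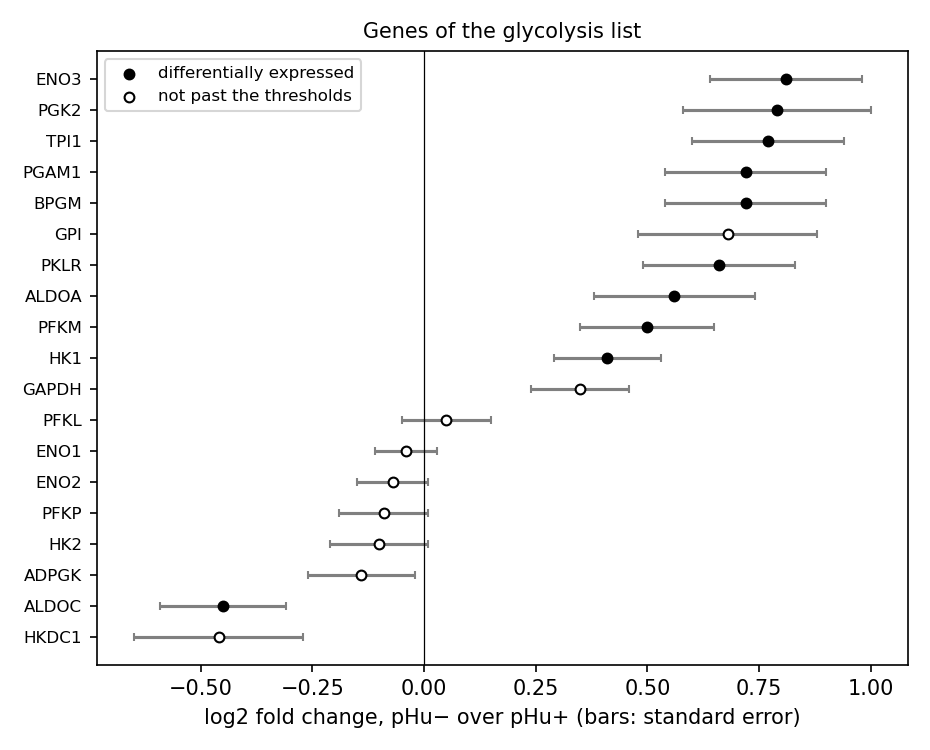
Log2 fold-change of pHu− over pHu+ on the horizontal axis for 19 of the 21 expressed genes of the glycolysis list on the vertical axis, with bars for the standard error. Filled points passed both thresholds and open points did not. Of the 19 genes, 12 lie above 0 and 7 below it, where ALDOC is the only filled point.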

**Figure 3:**
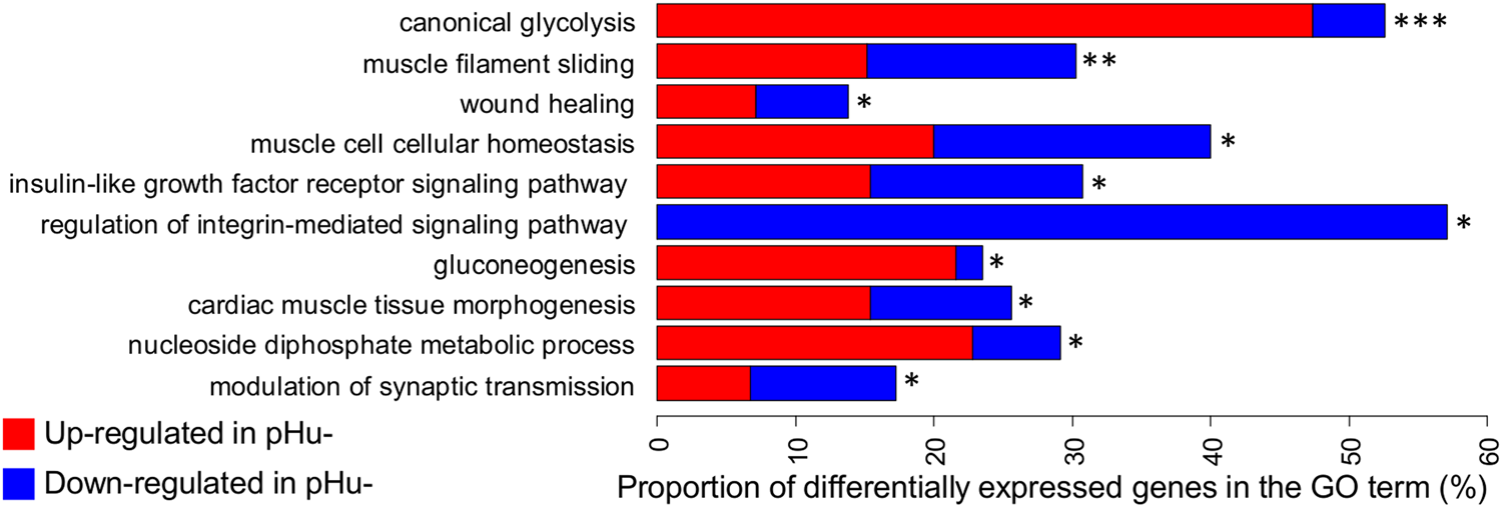
Top 10 enriched biological process GO terms. A functional enrichment analysis of the biological process GO terms was performed using the topGo R package on the genes that were differentially expressed in the breast *pectoralis major* muscle from the two lines of broilers divergently selected for their breast meat ultimate pH. The levels of significance are indicated by ***p-value ≤1 × 10^−5^, **p-value ≤0.001, and *p-value ≤0.01.

### Selection of putative biomarkers of breast muscle pHu using the fsPLS method

A first step of filtering by dimension reduction was necessary before the sparse partial least squares (sPLS) analysis in order to limit overfitting and select the relevant genes predicting the quantitative pHu variable. This filtered sPLS model (fsPLS) underwent a cross-validation (CV) procedure. At each step of the CV, a differential analysis was performed and a sPLS model, including the DEGs that were filtered, was fitted with two components. From 672 to 1,000 DEGs were filtered by the differential analysis and were included in sPLS models with a sparsity criterion of 50 genes to explain the pHu variation and select the relevant genes. 

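The fsPLS procedure was repeated with mixOmics on the 31 birds in 10 folds, the filter on DEGs being renewed on the training birds of each fold. The labels give no pHu for single birds, so the response was the mean pHu of each line in Table 1, 5.55 for pHu− and 6.34 for pHu+, and the models therefore describe the line. Between 757 and 1000 DEGs passed the filter in a fold and entered models of 2 components with 50 genes each.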

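For the first component, R2 ranged from 0.90 to 0.94 and Q2 from 0.72 to 0.80 over the 10 models with the line mean as response. The mean Q2 was 0.75 ± 0.024 (SD over 10 models). With 5 other assignments of the birds to folds, the mean Q2 lay between 0.741 and 0.752. It moved most, to 0.775, when all expressed probes of a gene were averaged.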

Only the first component of the sPLS models was informative, with an explanatory power R^2^ ranging from 0.77 to 0.87 and a predictive ability Q^2^ from 0.68 to 0.79. The robustness of the prediction accuracy was assessed using the mean square error of prediction (MSEP) estimated on the test samples. The MSEP ranged from 0.02 to 0.49, with an average of 0.23. 

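On the birds left out, the MSEP divided by the variance of the training response ranged from 0.07 to 0.50 with a mean of 0.24 ± 0.143 (SD over 10 folds). In squared pH units it ranged from 0.011 to 0.080 with a mean of 0.039. The paper's text does not name the scale of its MSEP.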

A stability analysis, based on the frequency of genes selected in the fsPLS, was performed. A total of 134 genes were retained in at least one fsPLS model, while 14 genes were common at each of the 10 CV steps (Table 2). 

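In the repeated procedure, 140 genes were retained in at least 1 model and 19 in all 10. Of the 14 genes of Table 2, 6 were retained in all 10 models (CDAN1, LOC100859584, LOC107052650, MORN4, PRKCH and THSD7B). LSMEM1, ID3 and TNS1 were retained in none. For LSMEM1 this follows from the rule on genes with 2 probes. The larger adjusted p of its probes, 0.692 over all birds, stands for the gene and kept it out at the filter on DEGs. With 25 genes per component, 73 genes appeared in at least 1 model and 9 in all, and with 100 genes per component these numbers were 262 and 40.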

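A share of at least 0.5 of the models retained 44 genes, among them 10 of the 14 genes of Table 2. This number was 22 with 25 genes per component and 79 with 100, and it lay between 38 and 44 over 5 other assignments of the birds to folds.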

A total of 21 genes were kept in at least half of the fsPLS models and were retained for further validation on a large experimental population composed of 278 males and females derived from both the pHu+ and pHu− lines (Supplementary Table S2).

**Table 2:** List of the 14 genes kept in all 10 fsPLS models fitted to identify predictive biomarkers of chicken breast meat pHu.

Gene symbol	Description	Associated biological process Go term
ATP2B1	ATPase, Ca++ transporting, plasma membrane 1	Calcium ion transmembrane transport
LSMEM1 (C7ORF53)	Leucine-rich single-pass membrane protein 1	
CDAN1	Codanin 1	Negative regulation of DNA replication, chromatin assembly, chromatin organization, …
LOC100859584 (CR353014)	Gas2-likeprotein 1-like	
LOC107052650 (CR387500)	Non coding RNA	
ID3	Inhibitor of DNA binding 3, HLH protein	Negative regulation of myoblast differentiation, response to wounding, positive regulation of apoptotic process, …
MORN4	MORN repeat containing 4	
MYLIP	Myosin regulatory light chain interacting protein	Positive regulation of protein catabolic process, protein ubiquitination involved in ubiquitin-dependent protein catabolic process, cholesterol homeostasis, …
PCGF5	Polycomb group ring finger 5	Positive regulation of transcription from RNA polymerase ii promoter, transcription, DNA-templated
PPFIBP1	PPFIA binding protein 1	Cell adhesion
PRKCH	Protein kinase C eta	Protein phosphorylation, …
SLC34A2	Solute carrier family 34 member 2	Sodium-dependent phosphate transport, cellular phosphate ion homeostasis, …
THSD7B	Thrombospondin type 1 domain containing 7B	
TNS1	Tensin 1	Fibroblast migration, cell-substrate junction assembly

### Validation using microfluidic RT-qPCR of a subset of 48 DE genes revealed by the microarray analysis as potential biomarkers of the chicken breast meat pHu

Among the genes found to be differentially expressed between the pHu+ and pHu− individuals, 48 were selected for validation on a large population of 278 male and female broilers derived from both the pHu+ and pHu− lines. This population included the 31 extreme birds chosen for the transcriptome analysis, 57 contemporary individuals producing DFD meat (pHu > 6.1), 79 producing acid meat (pHu < 5.7), and 111 producing “normal” meat with a range of pHu values between 5.7 and 6.1. The genes under analysis included the 21 genes present in more than 50% of the pHu predictive fsPLS models described above, 6 genes showing a very high or low fold-change according to the microarray analysis, and 21 genes whose function is related to muscle carbohydrate and energy metabolism (Supplementary Figure S1 and Table S4).

First, the fold-changes of DEGs obtained using microfluidic RT-qPCR were compared to the ratios obtained using microarrays on the subset of 31 individuals shared by both types of analyses (Fig. 4). Figure 4 reveals a high Pearson’s correlation coefficient between the log2 fold-change (pHu−/pHu+) of gene expression from the microarray and microfluidic technologies (0.84, p-value = 8.31 × 10^−14^). When considering the whole population, i.e., the 278 chickens derived from the pHu+ and pHu− lines, the differences in gene expression measured by RT-qPCR between the two animal groups was confirmed by an analysis of variance (p-value ≤ 0.05) for 18 of the 21 genes determined by the fsPLS models and only 9/28 of the other ones. The differentially expressed genes are highlighted in Supplementary Table S4.

**Figure 4:**
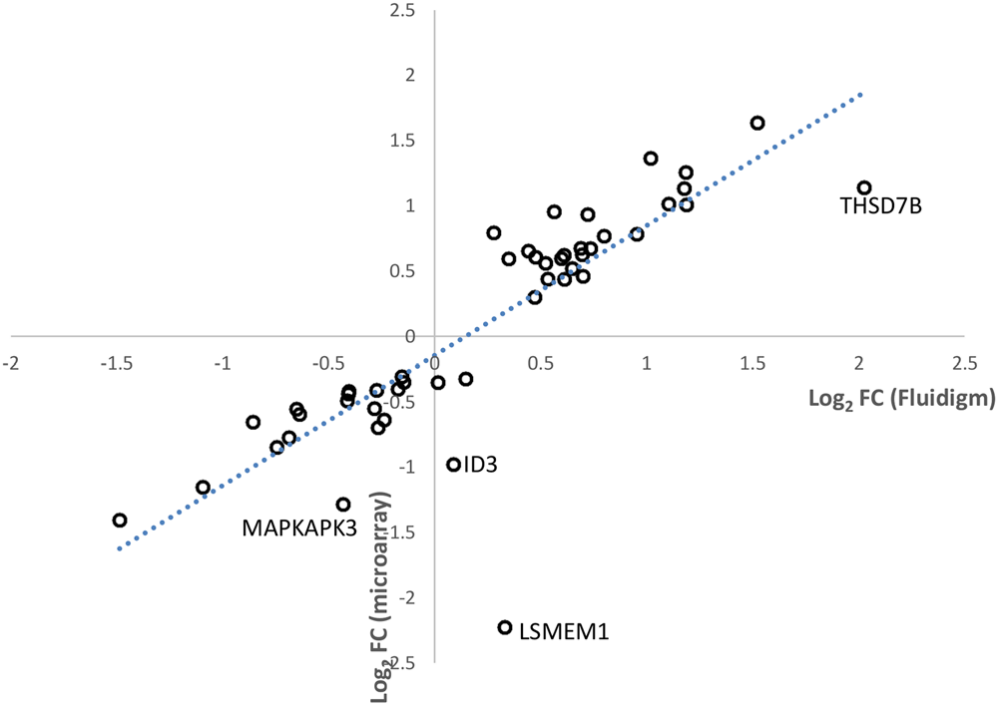
Correlation between the log2 fold-change (pHu−/pHu+) of gene expression from microarray and quantitative RT-PCR microfluidic technologies.

Second, a first PLS model with 48 variables (corresponding to the 48 genes whose expression was measured using microfluidic RT-qPCR) was fitted on the entire population of 278 individuals to explain the pHu variability. For predictive purposes, a parsimonious PLS model with the most relevant variables (variable important in projection score (VIP) ≥ 1) was subsequently fitted without lowering the predictive ability. This final PLS model included 20 genes and 3 components with a cumulative R^2^(cum) and Q^2^(cum) of 0.65 and 0.62, respectively (Fig. 5a). The model explained 65% of the observed variability of pHu with 35% for the first component. The scatterplot of the observed pHu vs. the predicted pHu revealed a strong linear relationship (Fig. 5b), and the root mean square error of estimation (RMSEE) was 0.16. This model included 14 genes from the fsPLS model (Supplementary Table S2), three showing extreme FCs according to the microarray analysis and three with functions related to carbohydrate or muscle metabolism (Fig. 5). Loadings on the 3 components of the PLS model of the 20 genes kept in the model are provided in Supplementary Table S3.

**Figure 5:**
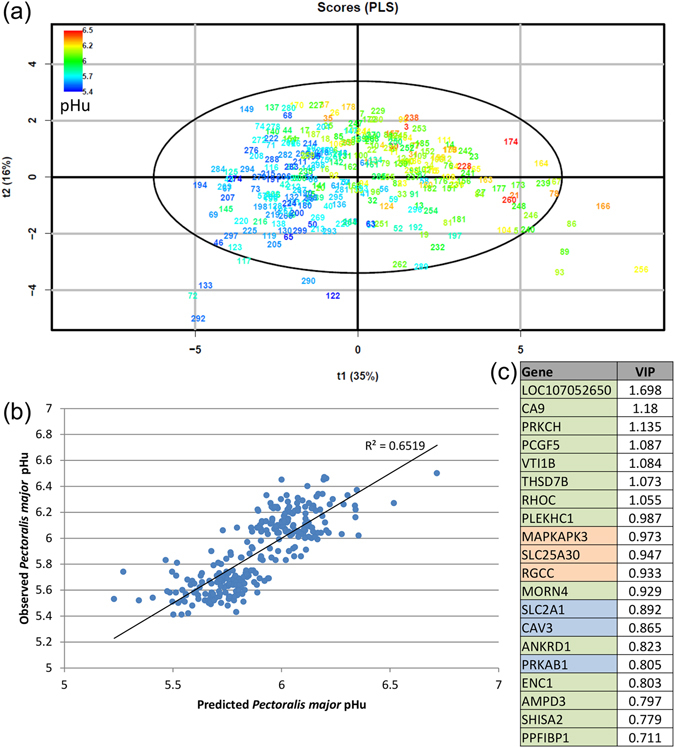
Final PLS model for the *pectoralis major* pHu prediction. The final PLS model was fitted on the mRNA expression of 20 genes (measured using RT-qPCR microfluidic technology) on a population of 278 male and female individuals from the pHu+ and pHu− lines in order to predict the *pectoralis major* pHu. (**a**) Score plot of the two first components (t1, t2) from the PLS model. Points correspond to chicken tags coloured according to their measured pHu value in the *pectoralis major* muscle. The cumulative explanatory and predictive performance characteristics of the model are R^2^(cum) = 0.65 and Q^2^(cum) = 0.62. The root mean square error of the estimation (RMSEE) was 0.16. (**b**) Scatterplot of the observed pHu vs. predicted pHu. (**c**) Variable Importance in Projection (VIP) of each variable (genes) in the final PLS model (the genes from the fsPLS model are highlighted in green, those with an extreme FC based on microarray analysis are in orange, and those whose function is directly related to carbohydrate and muscle metabolism are in blue).

## Discussion

In recent years, we have assisted in the incredible development of ‘foodomics’ coupled with high throughput techniques, aiming not only to improve the nutritional and gustative quality of food products but also to reduce waste due to product quality defects^17^. However, there is still a lack of understanding of the mechanisms underlying the variations in muscle pHu, which represents a major determinant of the sensory traits and processing ability of meat in poultry^18^.

To improve our knowledge of the genetic and physiological control of meat pHu, we recently developed two broiler lines (pHu+ and pHu−) that exhibit quite different muscle pHu values after 5 generations of divergent selection but show, at the same time, similar growth performance and body composition^12^. The between-line difference in the pHu values is related to significant differences in the muscle glycogen content and many other meat quality traits, including colour, water-holding capacity, texture, processing yield, as well as white striping occurrence^3, 12–14^. Therefore, the pHu+ and pHu− lines constitute an excellent model to study the molecular pathways specifically involved in the control of poultry meat quality traits related to pHu and glycogen storage in muscle. The muscle transcriptome analysis described in the present study revealed that regulations related to carbohydrates and energetic pathways as well as to muscle remodelling were most impacted by the selection of meat based on pHu. 

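The genes of the gluconeogenesis list had a median log2 fold-change of 0.34, and all 9 that were expressed were higher in the pHu− line, although only 2 passed the thresholds. The 9 include GOT1, GOT2, MDH1 and MDH2, which are not specific to gluconeogenesis, so the list does not stand for this pathway alone. As a list the 9 genes were higher in pHu− by camera (p = 0.00285, adjusted p = 0.00734 over 10 lists) and by fry (p = 0.000483), but not with an estimated correlation (p = 0.0586). Of the lists other than glycolysis 4 passed, and 25 of 100 splits of the birds gave as many. Adjusted over the list alone, the same number of genes, 2, were differentially expressed.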

The over-activation of glycolysis and gluconeogenesis pathways observed in the breast muscle of the pHu− line is directly related to its over-abundance of energy stored as muscle glycogen and ATP^15^. 

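A list of 11 markers of muscle regeneration, 9 of them expressed, was higher in the pHu+ line by camera (p = 0.00367, adjusted p = 0.00734 over 10 lists). The list also passed by fry (p = 0.000962, adjusted p = 0.00481). With an estimated correlation its p of 0.0338 did not pass after adjustment over the lists (adjusted p = 0.293), and chance was not excluded for the lists other than glycolysis as a group, since 25 of 100 splits of the birds gave as many that passed. The median log2 fold-change of pHu− over pHu+ was −0.30, and 7 of the 9 genes were higher in pHu+. A single gene of the list passed the thresholds, the acetylcholine receptor subunit CHRNG, with a log2 fold-change of −1.08 (standard error 0.17, adjusted p = 4e-04 by limma). Adjusted over the list alone, 3 genes did.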

On the contrary, the lack of energy store that characterised the pHu+ muscles seems to be consistent with the overexpression of many genes involved in catabolic and muscle regeneration processes as well as in response to oxidative stress.

### Most genes involved in carbohydrate and energy metabolism are upregulated in the muscle of the pHu− line

The breast muscles of the pHu− line exhibited 36% more glycogen content compared to those of the pHu+ line. Therefore, it is expected that the metabolic pathways activated to produce energy differ between the two lines. 

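The 9 glycolysis genes upregulated in the pHu− line, ENO3, PGK2, TPI1, PGAM1, BPGM, PKLR, ALDOA, PFKM and HK1, were between 32.6% (HK1) and 75.3% (ENO3) higher than in pHu+. GAPDH was 27.7% higher in pHu−, with an adjusted p of 0.0691 by limma, and did not pass the threshold. The isoforms ENO1, ENO2, HK2, PFKL and PFKP had log2 fold-changes between −0.10 and 0.05. HKDC1 was at −0.46 (standard error 0.19, adjusted p = 0.215) and ADPGK at −0.14, and neither passed.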

The muscle transcriptome analysis showed that most of the genes involved in glycolysis were upregulated in the pHu− line, with gene expression increases that were between 24 and 70%. 

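Aldolase C (ALDOC) had a log2 fold-change of −0.45 (standard error 0.14, adjusted p = 0.0476 by limma), a level 26.8% lower in the pHu− line. Its normalised log2 level was 3.79 ± 0.31 (SD, n = 15) in pHu− and 4.24 ± 0.46 (SD, n = 16) in pHu+, and 13 of 16 pHu+ birds were above the pHu− mean. ALDOC no longer passed the threshold under the methods' t-test, without the filter on dim probes or with the array row as a block.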

The only exception was aldolase C, which was downregulated (−29% in pHu−). Aldolase C is a key enzyme in the fourth step of glycolysis, as well as in the reverse pathway gluconeogenesis. In addition, aldolase C participates in other functions such as the stress-response pathway during hypoxia^19^. The pHu+ muscles contain less capillaries by fibre than pHu−^13^, and in this respect may be more concerned by hypoxia condition. The pHu+ chickens are also characterised by an increased oxidative stress response compared to the pHu− line^15^. Therefore, the higher expression of aldolase C in the pHu+ line could be linked to its function in stress-response pathway rather than to its role in ATP biosynthesis. Our previous observations showed that broilers from the pHu− line were characterised by slightly higher amounts of glucose in the serum and of glucose-6-phosphate (G-6-P) and fructose 1,6-bisphosphate in muscle when compared to those of the pHu+ line^15^. Therefore, this is consistent with the observation that the glucose-6-phosphate isomerase that transforms G-6-P to fructose-6-phosphate (F-6-P) during the first step of glycolysis and the phosphofructokinase that catalyses the conversion of F-6-P into fructose 1,6-bisphosphate (F1,6P) were overexpressed (+37 and +38%, respectively) in this line. 

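Glucose-6-phosphate isomerase (GPI) had a log2 fold-change of 0.68 (standard error 0.20) on 5 of its 6 probes, and all 15 pHu− birds were above the pHu+ mean. Its adjusted p of 0.0521 by limma lay just above the threshold, and it passed under 8 of 14 alternatives. The muscle phosphofructokinase PFKM had a log2 fold-change of 0.50 (standard error 0.15, adjusted p = 0.0459), again with all 15 pHu− birds above the pHu+ mean. PFKM failed the threshold under the methods' t-test, without the filter on dim probes and with the slide as a block.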

Among the genes directly involved in carbohydrate metabolism, β-enolase-3 showed the highest fold-change (+70% in the pHu− line). 

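The 2 probes of ENO3 had log2 fold-changes of 0.79 and 0.83, giving 0.81 for the gene (standard error 0.17, adjusted p = 0.00569 by limma). Its level was 8.32 ± 0.32 (SD, n = 15) in pHu− and 7.51 ± 0.61 (SD, n = 16) in pHu+. The fold-change was positive within each of the 4 slides, between 0.65 and 1.06, and ENO3 remained differentially expressed under all 14 alternatives tried for single genes. These do not include the omission of slides, and without slide 3 no gene of the glycolysis list was differentially expressed. PGK2, at 0.79 with a standard error of 0.21, lay within 1 standard error of ENO3.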

A deficiency in this gene is associated with the glycogen storage disease type XIII and a decreased production of ATP^20^. Similarly, the glucose-6-phosphate transporter (SLC37A4), which is implicated in the glycogen storage disease type Ib^21^, was also overexpressed in the pHu− line (+45%). 

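SLC37A4 was 45.6% higher in the pHu− line, a log2 fold-change of 0.54 (standard error 0.17, adjusted p = 0.0457 by limma), with 13 of 15 pHu− birds above the pHu+ mean. The value rested on 1 of its 3 probes. The others were at 0.70 with adjusted p-values of 0.0791 and 0.0886, and the gene failed the threshold when the probes were averaged, under the methods' t-test and without the filter on dim probes.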

The role of this endoplasmic reticulum-bound transporter, coupled with glucose-6-phosphatase, is to maintain glucose homeostasis between meals. It is reported that a deficiency in one of these two proteins results in a phenotype of disturbed glucose homeostasis^22^.

It is worthy to note that the upregulation of most of the genes related to the glycolysis pathway is likely to increase the level of pyruvate entering the citric acid cycle, and thus, higher level of ATP are produced, as was observed with high-resolution ^31^P NMR^15^ in the muscle of pHu− animals. The overabundance of ATP observed in the pHu− muscle is in turn likely to enhance glycogen synthesis by glycogen synthase^23^.

The expression levels of several key regulators of glycogen turnover were also affected by selection of breast meat pHu (Fig. 6). Indeed, the protein phosphatase-1 regulatory subunit 3A (PPP1R3A), which binds glycogen with high affinity, activates glycogen synthase (GYS), and inhibits glycogen phosphorylase kinase (PHK) by dephosphorylation through the protein phosphatase-1 catalytic (PPP1C) subunit, was upregulated (+72%) in the pHu− line. Moreover, the regulatory β subunit of the phosphorylase kinase (PHKB) was also upregulated in pHu− muscle tissue (+60%). It has been reported that the overexpression of PPP1R3A and its catalytic subunit in glycogen-depleted cells leads to slightly higher GYS and lower glycogen phosphorylase (PYG) activity, resulting in increased glycogen content^24^. Moreover, there are variants of PPP1R3A that impair glycogen synthesis and reduce muscle glycogen content in humans and mice^25^. 

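All 5 probes of PPP1R3A were differentially expressed, and the gene had a log2 fold-change of 0.83 (standard error 0.18, adjusted p = 0.00659 by limma), a level 77.4% higher in the pHu− line. All 15 pHu− birds were above the pHu+ mean. The fold-change lay between 0.51 and 1.19 within the 4 slides, and PPP1R3A passed the thresholds under all 14 alternatives tried for single genes.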

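PHKB had a log2 fold-change of 0.72 (standard error 0.20, adjusted p = 0.029 by limma), with the same value on each of its 2 probes on chromosome 11 of galGal3 (8060095 to 8060147 and 8060155 to 8060214). Its level was 6.67 ± 0.42 (SD, n = 15) in pHu− and 5.95 ± 0.71 (SD, n = 16) in pHu+, with 14 of 15 pHu− birds above the pHu+ mean.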

The low expression of PPP1R3A in the pHu+ line is therefore consistent with the low level of muscle glycogen that characterised this line. The selection of the breast meat pHu also affected the expression of several subunits of the AMP-activated protein kinase (AMPK) complex, another key regulator of glycogen turnover. The AMPK complex consists of one α catalytic subunit and two non-catalytic subunits, β and γ, and each is represented by several isoforms. The β subunit contains a binding domain to glycogen and a protein-protein interaction domain for the formation of the heterotrimeric AMPK complex by the binding of the α and γ subunits. The γ subunit has four repeat motifs CBS (cystathionine-β-synthase) involved in the binding of AMP and ATP. Quite interestingly, we observed an overexpression of the β2 (+35%) at the expense of the β1 (−34%) subunit in the pHu− muscle when compared to the pHu+ muscle. 

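For the β2 subunit, PRKAB2, the log2 fold-change was 0.47 (standard error 0.14). With an adjusted p of 0.0543 by limma it did not pass the threshold, although it did under 9 of 14 alternatives. All 7 probes were higher in pHu−, between 0.39 and 0.49, and 13 of 15 pHu− birds were above the pHu+ mean. The β1 subunit, PRKAB1, was downregulated in pHu− by 3 of 3 probes, with a log2 fold-change of −0.39 (standard error 0.10, adjusted p = 0.0245), and 14 of 16 pHu+ birds were above the pHu− mean.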

A similar regulation of the β1 subunit of the AMPK complex was observed in another chicken model. In the lean and fat lines that were originally selected for low and high abdominal fatness but that also diverge for breast muscle glycogen content (fat > lean) and meat quality, β1 was downregulated in the fat line that exhibited the highest glycogen content in muscle^11^. The γ3 subunit of AMPK was also overexpressed (+54%) in the muscle of the pHu− compared to the pHu+ broilers. 

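PRKAG3, the γ3 subunit, had a log2 fold-change of 0.64 (standard error 0.19, adjusted p = 0.0613 by limma) and did not pass the threshold. Of its 5 probes, 3 passed singly. A dim probe on chromosome 7 of galGal3 (23987652 to 23987711) had a fitted value of 0.25 (standard error 0.19, adjusted p = 0.424 by limma). Its bound of 1.19-fold higher in pHu− does not count the spread between birds, and no difference is not ruled out on this probe. A level above the pHu+ mean was found in 14 of 15 pHu− birds, and the gene passed under 5 of 14 alternatives.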

As mentioned above, the γ subunits of the AMPK complex act as energy sensors in the muscle cell as they contain binding domains to AMP and ATP^26^. Several mutations in the γ2 subunit are associated with glycogen accumulation in the human heart (Wolff-Parkinson-White syndrome)^21^, while a mutation of the γ3 subunit results in increased glycogen in pig muscle and production of acid meat with a poor processing ability^9^. Some PRKAG3 SNPs were identified in chicken leading to variations in their meat quality, but their potential biological roles remain unknown^27^. However, there is no evidence that an upregulation of this gene at the transcript level is a sufficient condition to induce glycogen accumulation in muscle^8^.

**Figure 6:**
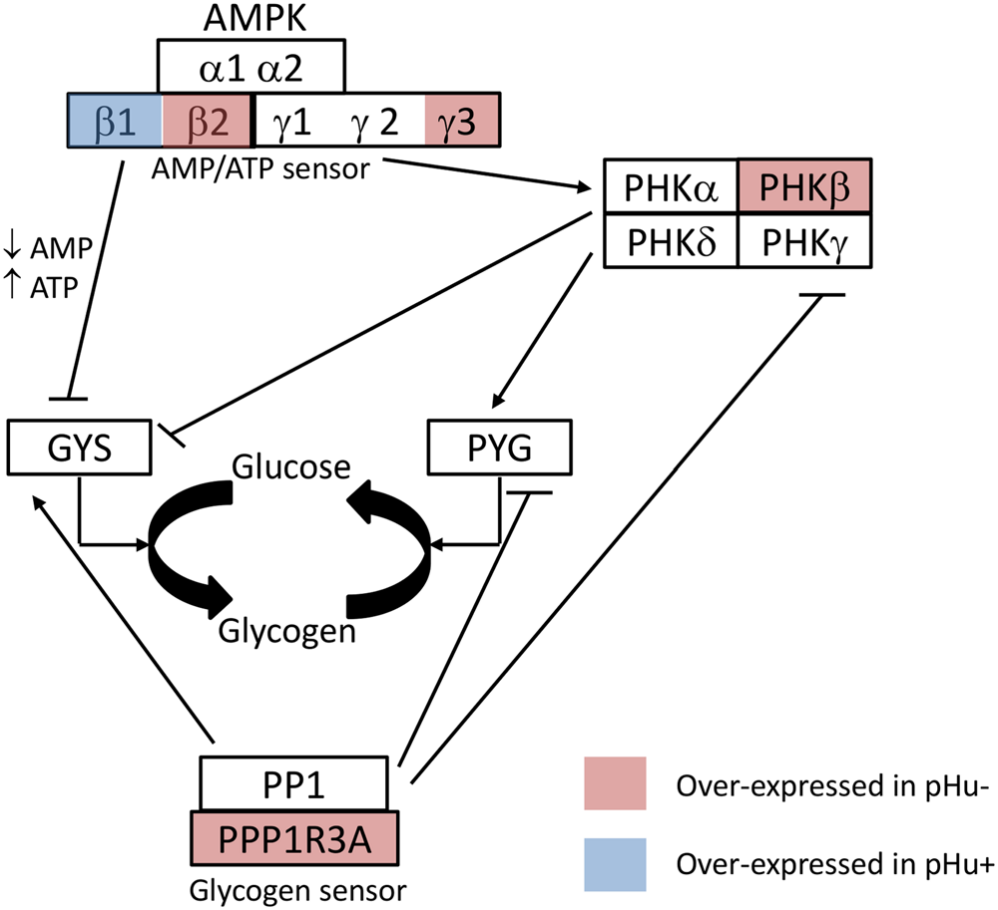
Molecular actors of glycogen turnover. Function of the studied enzymes in the regulation of muscle glycogen metabolism. AMPK = adenosine monophosphate-activated protein kinase; PHK = phosphorylase kinase; GYS = glycogen synthase; PYG = glycogen phosphorylase; PP1 = protein phosphatase-1; PPP1R3A = protein phosphatase-1 regulatory subunit 3A.

Beyond the genes directly involved in the regulation of glycogen turnover, several other genes that were overexpressed in the pHu− compared to the pHu+ line may influence glycogen storage in muscle. This is the case for the gene encoding phosphodiesterase 3B (PDE3B, +23%) whose activation by insulin may induce antiglycogenolytic effects^28^ or the one encoding mitochondrial creatine kinase (CKMT2, +59%), which is responsible for the transfer of high-energy phosphate from mitochondria to creatine. This observation can therefore be clearly linked to the higher content of phosphocreatine (+36%) and in general to the higher energetic status that characterised the pHu− compared to the pHu+ muscles^15^.

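PDE3B was 26.8% higher in the pHu− line on 2 of its 6 probes, a log2 fold-change of 0.34 (standard error 0.10, adjusted p = 0.0439 by limma). Its other probes lay between −0.07 and 0.16. In 14 of 15 pHu− birds the level was above the pHu+ mean, but PDE3B failed the threshold under 5 of 14 alternatives. CKMT2, on chromosome Z, was 63.1% higher in pHu−, a log2 fold-change of 0.71 (standard error 0.21, adjusted p = 0.048). Each of its 5 probes was differentially expressed and all 15 pHu− birds were above the pHu+ mean, but CKMT2 failed the threshold under the methods' t-test, without the filter on dim probes and with the slide as a block.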

Our recent metabolomics study highlighted that muscles of the pHu+ line solicit more intense oxidative pathways, such as lipid β-oxidation and ketogenic amino acid degradation, to produce energy and compensate for the lack of energy due to carbohydrates and glycolysis^15^. At the transcript level, this results in the regulation of two genes in the pHu+ muscle. 3-hydroxymethyl-3-methylglutaryl-CoA lyase (HMGCL), which catalyses the final step of leucine catabolism and ketone body formation in the mitochondria, and acetyl-CoA acetyltransferase-2 (ACAT2), which transforms the acetoacetyl-CoA (resulting from β-oxidation or degradation of ketogenic amino acids) into acetyl-CoA^29^, were upregulated (+21% and +36%, respectively) in pHu+ muscle. 

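ACAT2 was 31.3% higher in pHu+, with a log2 fold-change of −0.39 (standard error 0.07, adjusted p = 0.00624 by limma) and all 16 pHu+ birds above the pHu− mean. One of the 2 probes behind this value was well above background in 12 of 15 pHu− birds, and on it ACAT2 was at least 1.28-fold lower in pHu−.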

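The nudix hydrolase NUDT7 was 55.1% higher in the pHu− line, a log2 fold-change of 0.63 (standard error 0.13, adjusted p = 0.00347 by limma). NUDT12 was at 0.39 (standard error 0.10, adjusted p = 0.0143) and NUDT19 at 0.51 (standard error 0.14, adjusted p = 0.0265). For each, all 15 pHu− birds were above the pHu+ mean, and each value rested on 1 probe. Some other NUDT7 probes went the other way. The probe on chromosome 11 had a fitted value of −0.54 (adjusted p = 0.152). As this probe was well above background in 14 of 15 pHu− birds, the fold is given as a bound, 1.45-fold lower in pHu−. The bound does not count the spread between birds, and no difference is not ruled out on this probe. Another probe had a fitted value of −0.46 (adjusted p = 0.276) and was well above background in 8 of 15 pHu− and 11 of 16 pHu+ birds. The remaining NUDT7 probes were at 0.29 and 0.20. NUDT7 and NUDT19 failed the threshold when all probes were averaged. NUDT19 also failed under the methods' t-test and with the slide as a block.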

Finally, there are several genes encoding nudix hydrolases that are overexpressed in the pHu− muscle compared to the pHu+ muscle, including NUDT7 (+49%)^30^, NUDT12 (+27%)^31^, and NUDT19 (+38%)^32^. Nudix hydrolases hydrolyse a wide range of organic pyrophosphates, including nucleoside di- and triphosphates, dinucleoside and diphosphoinositol polyphosphates, nucleotide sugars and RNA caps^33^. They are implicated in the elimination of oxidised CoA and the regulation of CoA and acyl-CoA levels in the peroxisome in response to metabolic demand^30^ but also in the regulation of β-oxidation^34^, which may differ between lines^15^.

### Genes involved in protein breakdown, muscle remodelling, and response to oxidative stress were upregulated in the pHu+ line

Interestingly, a gene encoding m-calpain (CAPN2) was upregulated (+62%) in the pHu+ muscle. 

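CAPN2 was 66.2% higher in the pHu+ line, with a log2 fold-change of pHu− over pHu+ of −0.73 (standard error 0.16, adjusted p = 0.0107 by limma). Its 2 probes, on chromosome 3 of galGal3, were at −0.68 and −0.79. All 16 pHu+ birds were above the pHu− mean, and the call was kept under all 14 alternatives tried for single genes.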

Calpains are Ca^2+^-activated cysteine proteases involved in the calcium-dependant proteolytic system. Their overexpression was reported in cases of muscular dystrophy^35^ or in the muscle of chicken subjected to a transitory dietary lysine deficiency^36^. They are known to catalyse a limited proteolysis of proteins involved in cytoskeletal modelling (e.g., desmin and vimentin) or signal transduction and also to play a role in regeneration processes^35, 37^. In the pHu+ muscle, the upregulation of the two genes encoding desmin and vimentin, which belong to the muscle intermediate filaments^38^ (+45% and +30%, respectively), also supports the hypothesis of more intense muscle regeneration in this line. Moreover, the overexpression of the interferon related developmental regulator 1 (IFRD1, +44% in pHu+) and of the Leiomodin-2 (LMOD2, +103%), which mediates nucleation of actin filaments and thereby promotes actin polymerisation, could also be a good indicator of myoblast differentiation and skeletal muscle regeneration^39^. 

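Desmin (DES) had a log2 fold-change of −0.45 (standard error 0.10, adjusted p = 0.0365 by limma), a level 36.9% higher in pHu+, on 4 of its 5 probes. It did not pass without the filter on dim probes. Vimentin (VIM), at −0.35 (standard error 0.10, adjusted p = 0.0542), did not pass the threshold. Of its 10 probes, 2 did, and the gene passed under 8 of 14 alternatives. Over the birds, 15 of 16 pHu+ birds lay above the pHu− mean of DES and 13 of 16 above that of VIM.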

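No probe of IFRD1 passed the thresholds, and its log2 fold-change of −0.38 (standard error 0.16) had an adjusted p of 0.327 by limma. It passed under none of the 14 alternatives, in which its adjusted p lay between 0.0733 and 0.439. LMOD2, read by 1 probe, was 113.7% higher in pHu+, a log2 fold-change of −1.10 (standard error 0.32, adjusted p = 0.0339), with 14 of 16 pHu+ birds above the pHu− mean. It did not pass without the filter on dim probes.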

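CAV3 had a log2 fold-change of pHu− over pHu+ of −0.50 (standard error 0.13, adjusted p = 0.0167 by limma) on 2 of its 6 probes, a level 41.6% higher in pHu+. Its mean level was 7.67 ± 0.34 (SD, n = 15) in pHu− and 8.17 ± 0.36 (SD, n = 16) in pHu+, and 15 of 16 pHu+ birds were above the pHu− mean. The call was lost when all its probes were averaged.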

Caveolin 3 (CAV3), which plays a key role in muscle development and physiological processes as maintenance of plasma membrane integrity, vesicular trafficking and signal transduction, was also upregulated (+46% in pHu+)^40^.

Histological observations made in this study highlighted a greater expression of embryonic and neonatal myosin heavy chain isoforms in the pHu+ muscle than in the pHu− muscle of 6-week-old chickens, which is likely the sign of a stronger muscle fibre regeneration process^41, 42^. However, it is difficult to relate the difference observed at the protein level in muscle cross-sections to those observed at the gene level in the microarray. Indeed, several DNA probes match genes encoding fast myosin heavy chains (MHC), but the high degree of similarities existing between the RNA sequences makes the association between the probes and antibodies used for histological analysis difficult to determine. Nevertheless, among the 12 fast myosin isotypes present on the microarray, three were overexpressed (+32% for MHC2, +48% for MHC6, +35% for MHC9) while one was under-expressed (MHC1, −48%) in the pHu− line when compared to the pHu+ line. This strongly supports our hypothesis that the muscle fibre regeneration process is accompanied by a switching within the fast myosin isotypes. All of these observations are consistent with recent data that suggest that muscle glycogen depletion is related to meat defects in which degeneration and regeneration processes occur. Indeed, the occurrence and severity of white striping are higher in the pHu+ than in the pHu− line^3^. Moreover, wooden breast-affected muscles exhibit a much lower glycogen content that is associated with increased oxidative stress, elevated protein levels, muscle degradation, altered glucose utilisation and redox homeostasis when compared with samples from unaffected birds^6^.

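The files do not use the MHC names, and MHC1, MHC2, MHC6 and MHC9 were read as MYH1, MYH2, MYH6 and MYH9 after the files had been seen. By the names in the files, all 3 expressed probes of MYH1 were higher in pHu−, by 0.18 to 0.33 on the log2 scale, with a smallest adjusted p of 0.101 by limma, and none was lower. For MYH2, 1 of 3 probes was upregulated in pHu−, at 0.45 with an adjusted p of 0.0492, a call that the methods' t-test, the absence of a filter and either block, slide or row, removed. The others were at −0.39 and 0.01. All 9 MYH6 probes were higher in pHu−, between 0.21 and 0.56, and 2 passed the thresholds. MYH9 had 1 upregulated probe, at 0.49, while its 9 other probes were lower in pHu−, down to −0.29, none of them past the threshold. Probes of MYH3, MYH4, MYH7, MYH7B, MYH10, MYH11 and MYH15 were also expressed. Among these, 2 of 7 MYH3 probes were upregulated and all 11 MYH15 probes were higher in pHu+, none of them past the threshold. The sequences of these genes are similar, so a probe may read more than 1 of them.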

Hypoxanthine and xanthine, which are both products of purine degradation and may be markers of oxidative stress^43^, were the most differential serum metabolites between the pHu+ and pHu− lines (pHu+ >pHu−)^15^. Logically, the gene encoding xanthine dehydrogenase (XDH), which successively catalyses the oxidation of hypoxanthine to xanthine and the one of xanthine to urate^44^, tended to be overexpressed in the pHu+ muscle (+55%, FDR adjusted p-value < 0.1). 

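XDH was 111.1% higher in pHu+ in fitted values, a log2 fold-change of −1.08 (standard error 0.37, adjusted p = 0.0873 by limma). None of its 5 probes passed the thresholds. The 3 dimmer probes behind the value were well above background in 11 to 14 of 15 pHu− birds. Their bounds were 1.77-fold, 1.77-fold and 2.03-fold lower in pHu−, without the spread between birds counted. A level above the pHu− mean was found in 15 of 16 pHu+ birds. No alternative gave a call for XDH.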

Genes implicated in the cellular oxidative homeostasis, such as glutathione peroxidases (GPX3, +21% and GPX8, +37%) or glutathione reductase (GSR, +22%), were also upregulated in the pHu+ muscles. These observations are consistent with the observation that higher levels of antioxidant molecules present in the pHu+ line^15^ likely prevent the negative cellular effects of oxidative stress in this line.

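GPX8 was 51.8% higher in pHu+, with a log2 fold-change of −0.60 (standard error 0.14, adjusted p = 0.0364 by limma) and both probes differentially expressed, a call lost without the filter on dim probes. GPX3, at −0.23 (standard error 0.08, adjusted p = 0.0744), passed neither threshold. GSR had an adjusted p of 0.0471 but a log2 fold-change of −0.26 (standard error 0.07) that fell just short of the limit before rounding. GPX3 passed under 5 of 14 alternatives and GSR under 7. In each of the 3 genes at least 14 of 16 pHu+ birds were above the pHu− mean.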

### Identification of biomarkers predictive of breast meat pHu

In addition to the integrated view of the transcriptional changes occurring in muscle in response to selection, our analysis was also an opportunity to identify potential biomarkers for this trait and more generally for chicken meat quality. Contrary to what is generally practiced in transcriptomic studies, we applied k-means clustering to average the signal of probes targeting the same gene and showing a similar regulation. This prevents the loss of information by combining differential and non-differential probes targeting the same gene. Indeed, mutations, alternative splicing or early transcription ending may lead to differential regulation within probes belonging to the same gene, and this diversity of response is of high interest in a biomarker discovery approach. An sPLS model is a relevant approach to select the most predictive genes for pHu variation from a gene expression microarray. Although sPLS usually performs better than PLS, it is not able to overcome the overfitting issue by itself^16^. Therefore, and as suggested by Le Floch *et al*.^16^, dimension reduction and 10-fold cross-validation steps were performed to limit overfitting and extract a robust association between gene expression and pHu. This resulted in 10 fsPLS models based on one informative component including 50 genes. Among them, 14 genes were systematically kept in all 10 models, which identifies them as being the most robust genes to predict breast meat pHu in chicken. It is relevant to observe that these genes included a majority of genes implicated in muscle organisation but not directly involved in carbohydrate metabolism. 

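Among the 8 genes of Table 2 that were not in all 10 of the repeated models, PCGF5 was retained in 6 and ATP2B1, MYLIP and SLC34A2 in 5 each. PPFIBP1 was retained in 1, and LSMEM1, ID3 and TNS1 in none. LSMEM1 was kept out by the filter on DEGs, as the larger adjusted p of its 2 probes stands for the gene, so its absence says nothing on its predictive value. Over 6 assignments of the birds to folds, ATP2B1 varied from 2 to 5 models, MYLIP from 3 to 6 and SLC34A2 from 5 to 8. PPFIBP1 was in at most 1 model. As single genes, 13 of the 14 were differentially expressed by limma, with a largest adjusted p of 0.0385 for ID3, the exception being LSMEM1. ID3 failed the threshold under 5 of 14 alternatives, in which its adjusted p reached 0.0759. From their presence in each model, the paper concludes that these genes were the most robust to predict breast meat pHu.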

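ANKRD1 had a log2 fold-change of pHu− over pHu+ of −0.72 (standard error 0.13, adjusted p = 0.00441 by limma), a level 64.2% higher in the pHu+ line. All 3 probes, on chromosome 6 of galGal3, were differentially expressed, and all 16 pHu+ birds were above the pHu− mean. It was retained in 1 of 10 repeated fsPLS models.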

Interestingly, the expression of Ankyrin Repeat Domain 1 (ANKRD1), which is implicated in lipid metabolic process and sarcomere organisation, was overexpressed (+71%) in the pHu+ line and is also shown to be positively correlated to pork meat pHu^45^. Among this set of 14 genes, there were two genes whose expression was the most differential among all of the identified DEGs, and these included LOC107052650 (adjusted p-value FDR = 4.11 × 10^−9^) and LSMEM1 (adjusted p-value FDR = 1.31 × 10^−7^). It is striking that they are both localised in a narrow region (26,908 K–26,659 K) of chromosome 1 (Gallus gallus 5.0 assembly) and that quite close, in the 26,361 K–26,388 K region, is a major regulator of glycogen turnover, PPP1R3A, whose expression was significantly higher in pHu− muscle compared to pHu+ muscle. 

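LOC107052650, read by 1 probe, had a log2 fold-change of pHu− over pHu+ of −0.61 (standard error 0.08, adjusted p = 3.35e-05 by limma), and all 16 pHu+ birds were above the pHu− mean. Among the genes with a symbol no adjusted p was smaller, PRKCH following at 4.02e-05 and THSD7B at 4.9e-05. The 2 probes of LSMEM1 disagreed. The one had a fitted value of −4.48 (standard error 0.36, adjusted p = 3.67e-09, the smallest of all expressed probes), but it was not well above background in most pHu− birds, so that its fold-change is a bound. The other was at 0.10 (standard error 0.14, adjusted p = 0.692). With signals raised to at least the lowest one well above background on each array, the difference between the probes was −2.90, larger than in any of 100000 permutations of the birds (two-sided permutation test, p = 1e-05, the smallest these can give). As the largest adjusted p of its probes stands for the gene, LSMEM1 was not differentially expressed.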

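In the files, which give positions on galGal3 and not on the assembly of the paper, the probe of LOC107052650 lies on chromosome 1 from 28462825 to 28462884. The LSMEM1 probe that differed lies from 28713819 to 28713874, the one that did not from 28715997 to 28716056, and a PPP1R3A probe from 28187907 to 28187966. The LSMEM1 probe that differed was well above background in 16 of 16 pHu+ birds and in 1 of 15 pHu− birds, which makes LSMEM1 at least 6.98-fold lower in pHu− on that probe. The same pHu− bird, replicate 9, had the highest level of its line at LOC107052650, 6.94 against a line median of 6.44.

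**Figure D2:**
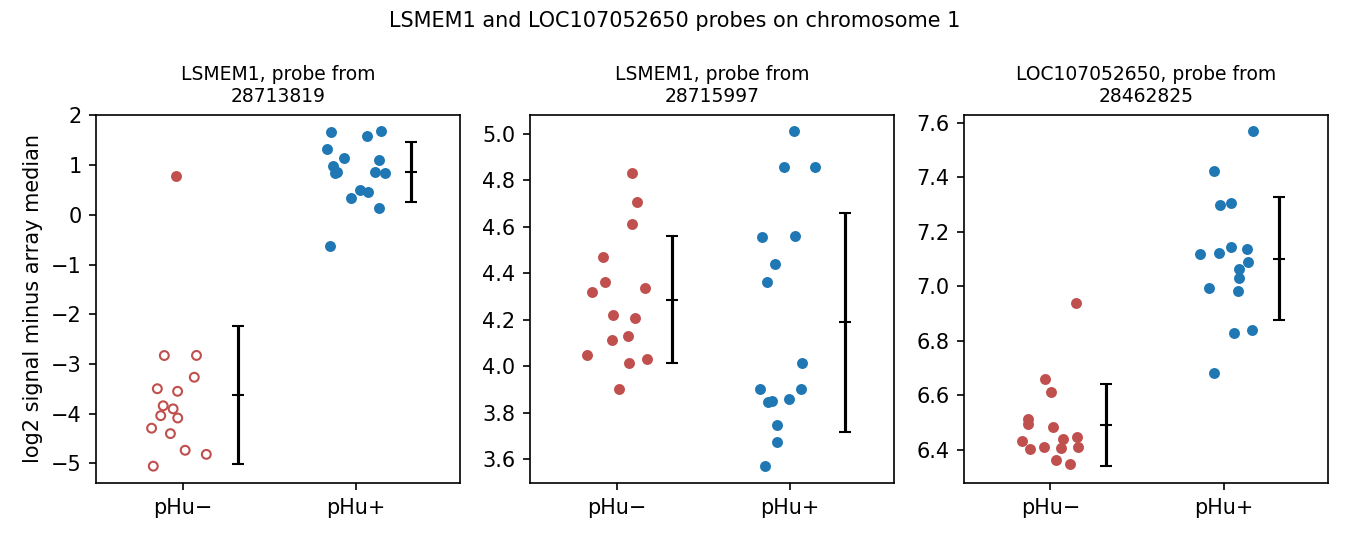
Log2 signal minus the median of the array for each of 15 pHu− and 16 pHu+ birds at the 2 LSMEM1 probes and at LOC107052650, titled by the start of the probe on chromosome 1, with the mean and SD of each line as a bar. Open circles mark birds in which the probe was not well above background, and replicate 9 is the filled pHu− point at 0.79 in the left panel.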

Altogether, these observations indicate that this region of the genome is important for the genetic determinism of breast meat pHu in chicken.

To go further in the identification of biomarkers of breast meat pHu, we decided to enlarge the list of potential pHu biomarkers and to evaluate their predictive ability on a large population of 278 chickens covering a pHu range from 5.41 to 6.50. Therefore, we considered 21 genes issued from the fsPLS (kept in more than 50% of the predictive models) and 27 additional genes, including 6 exhibiting very high or low fold-changes between the pHu− and pHu+ lines, as well as 21 whose function is directly related to muscle carbohydrate and energy metabolism. A parsimonious PLS model was fitted on the expression of 20 genes among the 48 analysed by microfluidic RT-qPCR on the population of 278 chickens. The explicative and predictive abilities were good (R^2^ = 0.65, Q^2^ = 0.62), and the root mean square error of estimation was surprisingly low (0.16). Concretely, this model allowed us to correctly classify 74% of the muscles exhibiting a normal value of pHu, i.e., those between 5.7 and 6.1, within the population of 278 broilers evaluated. Furthermore, it is worthy to note that 70% of the biomarkers kept in the model were issued from the fsPLS analysis, which highlights the robustness of combining both filtering (as differential analysis) and sparsity in the PLS approaches.

Any further development of predictive molecular tools would, however, require the validation of the predictive potential of the model on independent populations. The identification of this set of genes should contribute to advancing the understanding of the genetic control of this trait but also to better target nutritional or husbandry factors that regulate the storage of glycogen in the muscle and more generally the quality of breast meat in chicken.

In conclusion, the transcriptomics approach developed here provided an integrative view of the gene regulation that underlies the muscle capacity to store glycogen in chicken and highlighted several genes as predictive markers of chicken breast meat ultimate pH and quality defects. It clearly showed that muscles prone to produce acid meat are characterised by an overactivation of carbohydrate metabolism and highlighted an adaptive response of glycogen-depleted muscles that induces several catabolic, oxidative and cellular repair processes also involved in the setting up of white striping and wooden breast conditions. Therefore, biological markers identified through the comparison of the pHu+ and pHu− lines could be of great interest for poultry producers due to the fact that a lack of carbohydrate storage in chicken muscle appears to be a predisposing factor or an indicator of sensitivity to such myopathies whose increasing incidence may compromise the competitiveness and consumer acceptability of the broiler industry.

## Methods

All animal procedures were conducted in accordance with the French Animal Welfare Act and were approved by the responsible animal welfare authority (Ethics Committee of Val de Loire for Animal Experimentation with the permit number No. 00880.02 for this study).

### Animals, meat quality measurements and sample collection

The present study was carried out on chickens belonging to the sixth generation of two lines divergently selected for high (pHu+) or low (pHu−) *pectoralis major* muscle pHu values^12^. The birds were reared and slaughtered at 6 weeks of age at the PEAT experimental unit (INRA, Centre Val de Loire, Nouzilly, France). The broilers received ad libitum food and water until 8 h before slaughtering. Fifteen minutes after slaughter, samples of *pectoralis major* were collected, immediately snap frozen in liquid nitrogen and stored at −80 °C until RNA extraction. The pHu of the *pectoralis major* muscle was measured a day after slaughtering using a pH meter by direct insertion of the glass electrode (model 506; Crison Instruments SA, Alella, Bercelona, Spain) into the thickest part of the muscle. The *pectoralis major* quality was also assessed by the measure of glycolytic potential, lightness, drip loss during storage, toughness after cooking and processing yield as already fully described in Alnahhas *et al*.^12, 13^. A sub-sample of 16 pHu− and 16 pHu+ male broilers was selected for further analysis from the entire population, exhibiting extremely low (≤5.6) and high (≥6.2) breast muscle pHu values, respectively.

### Histochemical traits

Ten-micrometre thick *pectoralis major* muscle cross-sections were used to perform periodic acid-Schiff (PAS) staining and immunohistochemistry. For the PAS staining, muscle cross-sections were fixed in Carnoy’s fixative and were incubated for 5 minutes in periodic acid 1% and 90 minutes in Schiff’s reagent (Sigma-Aldrich, Saint-Quentin Fallavier, France) before washing in tap water. For immunohistochemistry, muscle cross-sections were first incubated in 10% goat serum for 30 minutes and were then incubated for 1 hour with primary MF14, B103 and 2E9 antibodies (1/30). The MF14 antibody, developed by Donald A. Fischman, and the B103 and 2E9 antibodies, developed by E. Bandman, were obtained from the Developmental Studies Hybridoma Bank, created by the NICHD of the NIH and maintained at The University of Iowa, Department of Biology, Iowa City, IA 52242. The MF14 and 2E9 antibodies are directed against the adult and neonatal forms of the chicken fast myosin heavy chain, respectively. The B103 antibody cross-reacts with both the embryonic and neonatal forms of the chicken fast myosin heavy chain. The antibodies were detected using the Vectastain ABC kit (Vector Laboratories, Burlingame, CA, USA) followed by a 5-minute DAB (Sigma-Aldrich) incubation. The slides were mounted in Canada balsam (Merck KGaA, Darmstadt, Germany) after dehydration.

### RNA isolation

Total RNA extraction was performed using the RNeasy Mini Kit (Qiagen, Valencia, CA, USA) on *pectoralis major* muscle samples that were ground in liquid nitrogen. Residual genomic DNA was removed by DNase I treatment (Qiagen, Valencia, CA, USA). RNA concentrations were measured using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA), and their integrity was assessed by the measure of their RNA Integrity Number (RIN > 8) using RNA 6000 Nano chips run on a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA).

### Microarray data production and statistical analyses

#### Labelling and hybridisation

Muscle transcriptional profiling was performed using an 8 × 60 K Agilent custom platform developed by the PEGASE Genetics and Genomics team (INRA, UMR1348, Rennes, France). The platform is referenced under the GEO reference GPL20588. Thirty-two samples were processed, corresponding to 16 pHu+ and 16 pHu− individuals. One pHu− sample was considered an outlier after the principal component analysis and was thus removed from the analysis. All of the steps of the RNA labelling and microarray processing were performed by the CRB GADIE facility (INRA, UMR GABI, Jouy-en-Josas, France, http://crb-gadie.inra.fr/) as described in Jacquier *et al*.^46^. The microarray data were submitted to the Gene Expression Omnibus (GEO) microarray database (accession number GSE89268).

#### Differential analysis

The single channel microarray data were analysed using the R/Bioconductor software package Limma (Linear Models for Microarray Data)^47^. The signals of all of the probes were log2 transformed and were subsequently normalised by median centring of each array. The differential analysis was performed using a t-test on each probe, and the p-value was adjusted for multiple testing by the Benjamini-Hochberg method to control the False Discovery Rate (FDR)^48, 49^. The difference in the expression between the two lines (pHu− *vs*. pHu+) was measured using the log2 transformation of the fold-change (lfc). Probes with an adjusted p-value ≤ 0.05 and a|lfc| ≥ 0.26 were considered as differentially expressed between the pHu− and pHu+ lines. In the case of several oligonucleotides mapping the same gene, a representative probe was defined using k-means clustering with the algorithm of Hartigan and Wong^50^. Basically, the representative probe was defined by the mean lfc of the probes, and the maximal adjusted p-values of the best cluster of the partition on probe data sets was defined by the coordinates (lfc, -log_10_ (adjusted p-value)) in the plane.

The scaled expression of the differentially expressed genes (DEGs) by row was displayed in a cluster heat map to identify clusters of genes and clusters of samples with a similar profile. The colour gradient was set to green for the lowest expression value in the heat map and to red for the highest expression value. Both the rows and columns were reordered to correspond to the hierarchical clustering results based on the Pearson correlation distance and Ward’s minimum variance method. As a convention, the fold-changes of genes (ratio pHu−/pHu+) were only indicated if they were differentially expressed between the pHu+ and pHu− with an adjusted p-value ≤ 0.05.

#### Functional annotation

The biological interpretation of expressional data was performed using the topGo R/Bioconductor package (version 2.22.0) and the Human annotation database R/Bioconductor (org.Hs.eg.db version 3.2.3)^51^. The over-representation of GO terms in the biological process ontology (BP) was tested with Fisher’s exact test and the elim algorithm within the group of DEGs compared to all of the expressed genes on the array.

#### Filtering and sparse Partial Least Squares (fsPLS) model

Sparse Partial Least Squares (sPLS) regression was applied to select the relevant genes predicting the quantitative variable pHu, including a step of regularisation based on L1 penalisation using the mixOmics R package (version 5.2.0)^52^. To deal with the high number of variables and overfitting, a two-step approach fsPLS combining univariate filtering (i.e., differential analysis) followed by a sPLS model was performed, as described by Le Floch *et al*.^16^. The robustness of the prediction accuracy was obtained using a cross-validation (CV) scheme. First, a 10-fold CV scheme was constructed to provide 10 training sets for gene expression and pHu of approximately the same size (26 or 27 samples) and with an almost balance between pHu− and pHu+. At each fold, a filter of at most 1000 of the best ranked DEGs (with |lfc| ≥ 0.26 and an adjusted p-value < 0.05) was obtained by differential analysis on the training gene expression set and consequently a new training set filtered for gene expression. Then, a sPLS model with two components, which were linear combinations of 50 arbitrary relevant genes, was fitted on each filtered training set and was evaluated on a corresponding test set (samples left out). To assess the explanatory power and the predictive accuracy of each fsPLS model, we estimated the R^2^ as a measure of the goodness of fit and Q^2^ as a measure of the predictive ability of the model using a 10-fold cross-validation on the training set and the MSEP on test sets. A stability analysis, based on the frequency of the genes retained in fsPLS models, was performed. A schematic representation of the fsPLS statistical method applied for pHu biomarker discovery is provided as Supplementary Figure S1.

### Quantitative RT-PCR assay and the PLS model

Forty-eight genes, differentially expressed in the *pectoralis major* muscle between the pHu+ and pHu− lines, were selected for further analysis by RT-qPCR on 278 male and female chickens issued from the same populations (which include the 31 individuals used for microarray analysis). Total RNAs were extracted from *pectoralis major* muscle samples using RNA NOW (Ozyme, St Quentin en Yvelines, France). From each *pectoralis major* muscle sample, 10 µg of total RNA was reverse-transcribed using RNase H^−^ M-MLV reverse transcriptase (Superscript II, Invitrogen, Illkirch, France) and random primers (Promega, Charbonnières les Bains, France).

The set of genes studied by RT-qPCR included (i) 21 genes present in more than 50% of the pHu predictive fsPLS models; (ii) 21 genes whose function was related to muscle energy metabolism; and (iii) 6 genes exhibiting high or low fold-changes according to the microarray differential analysis. Primers targeting those genes were designed with Primer3 version 4.0.0 (Supplementary Table S4)^53, 54^. The corresponding amplicons were analysed by gel electrophoresis and were subsequently sequenced. Afterwards, the levels of expression of these genes in the *pectoralis major* muscle were quantified using a Fluidigm Biomark microfluidic platform (Fluidigm, South San Francisco, CA, USA). Two types of references were included for this type of analysis: the housekeeping gene CDK6 to normalise the Ct values of each target gene, and a mix of chicken *pectoralis major* muscle cDNAs as a calibrator sample. As previously described^55^, the calculation of the expression levels was based on the PCR efficiency and the threshold cycle (CT) deviation of target cDNAs versus the calibrator cDNAs, according to the equation proposed by Pfaffl^56^.

First, the RT-qPCR data were used to confirm the expression results obtained from the microarray by calculating the Pearson’s correlation between the log2 fold-change obtained by microarray and RT-qPCR using the *cor.test* R function.

Second, the pHu values from the 278 chickens population were fitted from the expression of the 48 genes measured by the RT-qPCR assay with a PLS model using the ropls Bioconductor R package^57^. The first three components of the model were considered to evaluate the prediction by their explicative (R^2^), predictive ability (Q^2^), and root mean square error of estimation (RMSEE) computed by a 7-fold cross-validation. To identify the most predictive genes, the variables with a variable importance in projection score (VIP) ≥ 1 were kept in a more parsimonious final model.

## Electronic supplementary material

Supplementary Information

## References

[1] Lesiów T, Kijowski J (2003). Impact of PSE and DFD meat on poultry processing - a review. Polish J. Food Nutr. Sci..

[2] Lorenzi M, Mudalal S, Cavani C, Petracci M (2014). Incidence of white striping under commercial conditions in medium and heavy broiler chickens in Italy. J. Appl. Poult. Res..

[3] Alnahhas N (2016). Genetic parameters of white striping in relation to body weight, carcass composition, and meat quality traits in two broiler lines divergently selected for the ultimate pH of the pectoralis major muscle. BMC Genet..

[4] Mutryn MF, Brannick EM, Fu W, Lee WR, Abasht B (2015). Characterization of a novel chicken muscle disorder through differential gene expression and pathway analysis using RNA-sequencing. BMC Genomics.

[5] Le Bihan-Duval E (2008). Chicken meat quality: genetic variability and relationship with growth and muscle characteristics. BMC Genet..

[6] Abasht B, Mutryn MF, Michalek RD, Lee WR (2016). Oxidative Stress and Metabolic Perturbations in Wooden Breast Disorder in Chickens. PLoS One.

[7] Costford SR (2007). Gain-of-Function R225W Mutation in Human AMPKγ3 Causing Increased Glycogen and Decreased Triglyceride in Skeletal Muscle. PLoS One.

[8] Nilsson EC (2006). Opposite transcriptional regulation in skeletal muscle of AMP-activated protein kinase gamma3 R225Q transgenic versus knock-out mice. J. Biol. Chem..

[9] Milan D (2000). A mutation in PRKAG3 associated with excess glycogen content in pig skeletal muscle. Science.

[10] Nadaf J (2007). Identification of QTL controlling meat quality traits in an F2 cross between two chicken lines selected for either low or high growth rate. BMC Genomics.

[11] Sibut V (2011). Identification of differentially expressed genes in chickens differing in muscle glycogen content and meat quality. BMC Genomics.

[12] Alnahhas N (2014). Selecting broiler chickens for ultimate pH of breast muscle: analysis of divergent selection experiment and phenotypic consequences on meat quality, growth, and body composition traits. J. Anim. Sci..

[13] Alnahhas N (2015). Impact of divergent selection for ultimate pH of pectoralis major muscle on biochemical, histological, and sensorial attributes of broiler meat. J. Anim. Sci..

[14] Alnahhas, N. *et al*. Combined effect of divergent selection for breast muscle ultimate pH and dietary amino acids on chicken performance, physical activity and meat quality. *Animal* 1–10, doi:10.1017/S1751731116001580 (2017).10.1017/S175173111600158027476550

[15] Beauclercq S (2016). Serum and Muscle Metabolomics for the Prediction of Ultimate pH, a Key Factor for Chicken-Meat Quality. J. Proteome Res..

[16] Le Floch E (2012). Significant correlation between a set of genetic polymorphisms and a functional brain network revealed by feature selection and sparse Partial Least Squares. Neuroimage.

[17] Capozzi F, Bordoni A (2013). Foodomics: a new comprehensive approach to food and nutrition. Genes Nutr..

[18] Picard B (2015). Recent advances in omic technologies for meat quality management. Meat Sci..

[19] Jean, J.-C., Rich, C. B. & Joyce-Brady, M. Hypoxia results in an HIF-1-dependent induction of brain-specific aldolase C in lung epithelial cells. *Am. J. Physiol. - Lung Cell. Mol. Physiol*. **291** (2006).10.1152/ajplung.00087.200616798780

[20] Comi GP (2001). Beta-enolase deficiency, a new metabolic myopathy of distal glycolysis. Ann. Neurol..

[21] Adeva-Andany MM, González-Lucán M, Donapetry-García C, Fernández-Fernández C, Ameneiros-Rodríguez E (2016). Glycogen metabolism in humans. BBA Clin..

[22] Pan C-J, Chen S-Y, Lee S, Chou JY (2009). Structure–function study of the glucose-6-phosphate transporter, an eukaryotic antiporter deficient in glycogen storage disease type Ib. Mol. Genet. Metab..

[23] Villar-Palasí C, Guinovart JJ (1997). The role of glucose 6-phosphate in the control of glycogen synthase. FASEB J..

[24] Lerín C (2003). Regulation and function of the muscle glycogen-targeting subunit of protein phosphatase 1 (GM) in human muscle cells depends on the COOH-terminal region and glycogen content. Diabetes.

[25] Savage DB (2008). A Prevalent Variant in PPP1R3A Impairs Glycogen Synthesis and Reduces Muscle Glycogen Content in Humans and Mice. PLoS Med..

[26] Cheung PC, Salt IP, Davies SP, Hardie GD, Carling D (2000). Characterization of AMP-activated protein kinase γ-subunit isoforms and their role in AMP binding. Biochem. J..

[27] Zhao CJ, Wang CF, Deng XM, Gao Y, Wu C (2006). Identification of single-nucleotide polymorphisms in 5′ end and exons of the PRKAG3 gene in Hubbard White broiler, Leghorn layer, and three Chinese indigenous chicken breeds. J. Anim. Breed. Genet..

[28] Choi YH (2006). Alterations in regulation of energy homeostasis in cyclic nucleotide phosphodiesterase 3B–null mice. J. Clin. Invest..

[29] Middleton B (1973). The oxoacyl-coenzyme A thiolases of animal tissues. Biochem. J..

[30] Gasmi L, McLennan AG (2001). The mouse Nudt7 gene encodes a peroxisomal nudix hydrolase specific for coenzyme A and its derivatives. Biochem. J..

[31] Abdelraheim SR, Spiller DG, McLennan AG (2003). Mammalian NADH diphosphatases of the Nudix family: cloning and characterization of the human peroxisomal NUDT12 protein. Biochem. J..

[32] Ofman R, Speijer D, Leen R, Wanders RJA (2006). Proteomic analysis of mouse kidney peroxisomes: identification of RP2p as a peroxisomal nudix hydrolase with acyl-CoA diphosphatase activity. Biochem. J..

[33] McLennan AG (2006). The Nudix hydrolase superfamily. Cell. Mol. Life Sci..

[34] Hunt MC, Tillander V, Alexson SEH (2014). Regulation of peroxisomal lipid metabolism: The role of acyl-CoA and coenzyme A metabolizing enzymes. Biochimie.

[35] Dargelos E, Poussard S, Brulé C, Daury L, Cottin P (2008). Calcium-dependent proteolytic system and muscle dysfunctions: A possible role of calpains in sarcopenia. Biochimie.

[36] Tesseraud S (2008). Daily Variations in Dietary Lysine Content Alter the Expression of Genes Related to Proteolysis in Chicken Pectoralis major Muscle. J. Nutr..

[37] Sorimachi H, Ono Y (2012). Regulation and physiological roles of the calpain system in muscular disorders. Cardiovasc. Res..

[38] Gallanti A (1992). Desmin and vimentin as markers of regeneration in muscle diseases. Acta Neuropathol..

[39] Micheli L (2011). PC4/Tis7/IFRD1 stimulates skeletal muscle regeneration and is involved in myoblast differentiation as a regulator of MyoD and NF-kappaB. J. Biol. Chem..

[40] Gazzerro E, Sotgia F, Bruno C, Lisanti MP, Minetti C (2010). Caveolinopathies: from the biology of caveolin-3 to human diseases. Eur. J. Hum. Genet..

[41] Matsuda R, Spector DH, Strohman RC (1983). Regenerating adult chicken skeletal muscle and satellite cell cultures express embryonic patterns of myosin and tropomyosin isoforms. Dev. Biol..

[42] Schiaffino S, Rossi AAC, Smerdu V, Leinwand LLA, Reggiani C (2015). Developmental myosins: expression patterns and functional significance. Skelet. Muscle.

[43] Hira HS, Samal P, Kaur A, Kapoor S (2014). Plasma level of hypoxanthine/xanthine as markers of oxidative stress with different stages of obstructive sleep apnea syndrome. Ann. Saudi Med..

[44] Chung HY (1997). Xanthine dehydrogenase/xanthine oxidase and oxidative stress. Age (Omaha)..

[45] Damon M (2013). Associations between muscle gene expression pattern and technological and sensory meat traits highlight new biomarkers for pork quality assessment. Meat Sci..

[46] Jacquier V (2015). Genome-wide immunity studies in the rabbit: transcriptome variations in peripheral blood mononuclear cells after *in vitro* stimulation by LPS or PMA-Ionomycin. BMC Genomics.

[47] Ritchie, M. E. *et al*. limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res*. gkv007, doi:10.1093/nar/gkv007 (2015).10.1093/nar/gkv007PMC440251025605792

[48] Jeanmougin M (2010). Should we abandon the t-test in the analysis of gene expression microarray data: a comparison of variance modeling strategies. PLoS One.

[49] Benjamini Y, Hochberg Y (1995). Controlling The False Discovery Rate - A Practical And Powerful Approach To Multiple Testing. J. R. Stat. Soc. Ser. B Methodol..

[50] Hartigan JA, Wong MA (1979). Algorithm AS 136: A K-Means Clustering Algorithm. Appl. Stat..

[51] Alexa, A. & Rahnenfuhrer, J. *TopGO: Enrichment analysis for Gene Ontology* (2010).

[52] Lê Cao, K.-A., Rossouw, D., Robert-Granié, C. & Besse, P. A sparse PLS for variable selection when integrating omics data. *Stat. Appl. Genet. Mol. Biol*. **7**, Article 35 (2008).10.2202/1544-6115.139019049491

[53] Koressaar T, Remm M (2007). Enhancements and modifications of primer design program Primer3. Bioinformatics.

[54] Untergasser A (2012). Primer3–new capabilities and interfaces. Nucleic Acids Res..

[55] Guernec A (2003). Muscle development, insulin-like growth factor-I and myostatin mRNA levels in chickens selected for increased breast muscle yield. Growth Horm. IGF Res..

[56] Pfaffl MW (2001). A new mathematical model for relative quantification in real-time RT-PCR. Nucleic Acids Res..

[57] Thévenot EA, Roux A, Xu Y, Ezan E, Junot C (2015). Analysis of the Human Adult Urinary Metabolome Variations with Age, Body Mass Index, and Gender by Implementing a Comprehensive Workflow for Univariate and OPLS Statistical Analyses. J. Proteome Res..

How the deposited data were processed for this re-analysis (not part of the article)

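The breast muscle transcriptome was measured in 31 male broilers of generation 6 of the divergent selection, 15 of the pHu− line and 16 of the pHu+ line. The line and a replicate number of each bird were taken from the deposited labels. One further pHu− bird, which the methods describe as removed after a principal component analysis, was not analysed here. The RT-qPCR data on the larger population, the histology and the traits of Table 1 were not used here, except for the mean pHu of each line.

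The authors deposited 1 scanner output per bird, made with Agilent Feature Extraction from 1-colour arrays. It gives the intensity of each of 62976 spots as the mean and median of its pixels, the local background, and a processed intensity from which the software had subtracted the background and removed spatial trends. It also holds flags for spots well above background, saturated or non-uniform. The authors also deposited a table of log2 values for the spots they kept, which were centred on the median of each array and not corrected for background. Every column of values in that table was matched to a bird by its label.

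The processed intensity was used for the main values. Control spots and spots marked as outliers were left out, the log2 values were centred on the median of the non-control probes of each array, as the methods state for the median centring, and the 5 spots of each of 740 repeated probes were averaged. A total of 245 probe values were missing because all their spots were marked. The filter on dim probes, the number of 2 clusters in the k-means rule and the processed intensity were chosen here because the paper's text does not name them. The filter asked for signals well above background on a share of 0.5 of the arrays of 1 line. Correlations between arrays lay between 0.9135 and 0.9906, and no arrays held identical values. For a microarray the precision depends on the number of arrays and on the signal over background.

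Probes were named by the symbol in the files for 27882 probes where the RefSeq table of the chicken assembly bGalGal1.mat.broiler.GRCg7b also holds it, and for 4240 where only the files do. A further 3014 were named by their transcript accession, 1577 by a gene number, 2001 by a sequence identical to that of a named probe, 542 by a synonym and 4 by a pair of names given in the paper. Of 4361 gene numbers set against the symbol beside them, 4270 matched. Coordinates are those of the files, on galGal3. The rule on synonyms was corrected after fold-changes had been seen, because it had merged MYH6 into MYH15, and the number of differentially expressed genes was the same before and after.

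The lines were compared with limma 3.58.1 in R 4.3.3 on all birds, with the line as the only term, and p-values were adjusted over the expressed probes by the Benjamini-Hochberg method. Genes were called at an adjusted p of at most 0.05 and an absolute log2 fold-change of at least 0.26. A fold against a line in which a probe was not well above background on every array was given as a bound, from the mean of the brighter line against the higher of the probe's signal and the lowest signal well above background on each array. Such a bound allows for dim signals only. It does not count the spread between birds and is not a confidence limit. Log2 fold-changes printed for such probes are fitted values. Genes named in the text are those to which the paper gives a value, the 14 genes of Table 2, the genes labelled in Fig. 4, and the 5 with a symbol and the largest log2 fold-change in each direction. One gene to which the paper gives a value, left out of the counts of named genes, and 2 genes of the glycolysis list, left out of its plot, are not reported here. The genes listed as glycolytic, contractile or regenerative, and CHRNG, were named as members of lists.

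The GO annotation and topGO were not used here. In their place 10 lists of genes, for glycolysis, gluconeogenesis, contractile proteins, oxidative phosphorylation, slow fibres, connective tissue, adipocytes, blood, macrophages and regeneration, were tested with camera and fry. Counts adjusted over a list alone used limma on the mean of the retained probes of a gene, in place of the largest adjusted p of its probes. The fsPLS models were fitted with mixOmics 6.26.0 in 10 folds, with at most 1000 DEGs per fold, 2 components and 50 genes per component. Their response was the mean pHu of the line.

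The procedure was tested on simulated data in which 200 of 22661 genes were changed between 15 and 16 birds. Of these 130 (65%) were called, 81% of those with a log2 fold-change of size 1 and 49% of those of size 0.6. No changed gene had the wrong sign and 4 unchanged genes were called. All 42 genes kept in the 10 simulated fsPLS models were changed genes. This test was written after the lines had first been compared.

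The alternatives, fixed before the data were examined, were centring on the 75th percentile, quantile normalization, normexp (offset 50) or no background correction, other filters or none on dim probes, no fold-change threshold, the methods' t-test, slide, array row or replicate number as a block, array weights, the authors' processed values, the mean of all probes or the probe with the smallest p-value for a gene, and the omission of each slide. Other linkages and genes were used for the clustering, and other folds and numbers of genes for the fsPLS models. Without a fold-change threshold, 2801 probes passed.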

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

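The alternatives were fixed before the data were examined. The removal of random birds, described with the slides, was a test chosen only after the result was seen.

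The number of DEGs stayed within 1.5 times the main count of 1607 under 15 of 19 settings, from 1105 without a filter on dim probes to 2072 with quantile normalization. Without the filter, the 432 genes higher in pHu+ and the 6 glycolysis genes called were fewer than in the main values by more than that factor, and 33686 genes were tested in place of 22661. Limma array weights gave 2903 DEGs, 1892 of them higher in pHu− and 1011 higher in pHu+, and 4889 probes. Of the 2903, 1541 were among the 1607, and the cause was not tested.

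Leaving out slides had the largest effect. Without slide 1 there were 316 DEGs (185 higher in pHu− and 131 higher in pHu+), without slide 2 there were 862 (533 and 329), without slide 3 there were 217 (95 and 122), and without slide 4 there were 1144, of which 622 were higher in pHu−. Of the 316 genes without slide 1, 303 were among the main DEGs, and 210 of the 217 without slide 3. The smaller number of birds is a candidate explanation. Of 100 random removals of 4 birds of each line, which gave between 111 and 3486 DEGs with a median of 451.5, 29 gave as few genes as the omission of slide 1 and 11 as few as that of slide 3. The number of DEGs therefore depends on which birds are used. With the slide as a block there were 1597 DEGs and with the array row as a block 1613.

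The replicate numbers in the labels are shared by both lines for 15 birds each. With the number as a replicate block, 1935 genes were called, 1358 of them among the 1607, and 65.6% of the 1935 were higher in pHu−. Among the named genes, PRKAB1, PDE3B, NUDT12, DES, CAV3, ATP2B1, ID3, PPFIBP1, NDUFB1 and B3GALNT1 were not called with this block. The deviations of birds with the same number from their line means had correlations between −0.29 and 0.37 with a median of −0.05, and 7 of 15 pairs were above 0.1, so the numbers do not pair the birds.

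The glycolysis list was higher in pHu− under 15 of 16 other settings, and with an estimated correlation its p was 0.122. The clustering separated the lines with other linkages and with the 75th percentile, while 994 of the 1000 most variable probes, those with a value on every array, placed 18 of 31 birds with their own line. Those probes, by construction, were not chosen for a difference between the lines. Why the estimated correlation raised the p of the list was not tested.

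For the fsPLS models, averaging all expressed probes of a gene moved the mean R2 to 0.94 and the mean Q2 to 0.775, and the cause was not tested. With 25 genes per component, 73 genes were kept in any model, 9 in all and 22 in a share of at least 0.5, and with 100 genes per component 262, 40 and 79, since the setting fixes how many genes a model holds. Under the 5 other fold assignments each of these numbers stayed within 1.5 times the main one, and R2, Q2 and MSEP moved by less than 1 SD.

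Of 769 comparisons of single named genes with an alternative, 664 kept their direction and side of the threshold, 53 lost the call, 47 gained it and 5 reversed the direction. Of the 44 named genes called, 20 were called under each of the alternatives run for single genes, which do not include the omission of slides. Without slide 1, 16 named genes were called, without slide 2, 27, without slide 3, 17, and without slide 4, 31. The mean of all expressed probes reversed MYH9 to −0.13 and CLC2DL5 to 0.02. CLC2DL5 was also at 0.15 with normexp, at 1.18 with probes well above background on every array of a line, and at 1.09 on the single probe with the smallest p-value. The probes of both genes have opposite signs, so that combining them in another way can reverse the direction. The stricter filter, by its construction, removed the CLC2DL5 probe that was lower in pHu−, and the cause of the reversal with normexp was not tested.

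Signal over background limits the fold-changes of CLC2DL5, CAPSL, COL22A1 on the probe behind its value, THSD7B, PHC3 and GPR160 and of the LSMEM1 probe that differed, which were not well above background in every bird of 1 line. NDUFB1, CRH, B3GALNT1 and CA9 rest on probes well above background in all birds.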

Differences from the paper's values

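All alternatives named here were set before the data were examined. FCs, p-values and counts were taken to differ when one value was more than 1.5 times the other, values of the fsPLS models when they also differed by more than 1 SD, and percentages of single genes when they differed by more than the standard error as log2 fold-changes or in sign.

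The lowest FC of the downregulated genes was 0.1 in fitted values, and the paper's value is 0.21. It did not differ with normexp, without background correction or with the authors' processed values, each at 0.18, nor with probes well above background on every array of a line, at 0.17, and it did differ under the other alternatives. As a bound, at least 5.17-fold lower, it is not more than 1.5 times the paper's fold. The highest FC of the upregulated genes was 9.67 in fitted values, and the paper's value is 3.9. It did not differ with the authors' processed values (3.93), with normexp (5.23) or with probes well above background on every array of a line (5.32), and it did under the other alternatives. Its bound, at least 6.23-fold higher, is more than 1.5 times the paper's fold. Among the DEGs well above background in all birds, a restriction chosen after the values had been seen, the extremes were 0.17 and 3.5 and neither differed.

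The adjusted p of LOC107052650 was 3.35e-05, and the paper's value is 4.11e-09. No alternative fell within the limit, the nearest being 8.46e-09 with the authors' processed values, 1.17e-09 with quantile normalization and 1.33e-08 with the 75th percentile. The adjusted p of LSMEM1 was 0.692, and the paper's value is 1.31e-07. None of the alternatives fell within the limit, while the mean of all its probes gave 1.18e-06 and the single probe with the smallest p-value 3.67e-09.

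In the fsPLS models 44 genes were kept in a share of at least 0.5, and the paper's number is 21. With 25 genes per component there were 22, which did not differ, and the other settings did.

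The following percentages are compared as log2 fold-changes. GPI was 60.4% higher in pHu−, and the paper's value is 37. It did not differ with the 75th percentile (56), quantile normalization (52.2), normexp (53.4), no background correction (55.7), probes well above background on every array of a line (40.1), array weights (53.1), the authors' processed values (55.1), the mean of all probes (44.9) or the probe with the smallest p-value (40.1), and it did under the others. PRKAB1 changed by −23.5% in pHu−, and the paper's value is −34. No alternative closed this difference. Given as the change in pHu+ over pHu−, the value is 30.7%, the size of which differs from the paper's by less than the standard error on the log2 scale. MYH6, read as the paper's MHC6, was 34.5% higher, and the paper's value is 48. It did not differ with the replicate number as a block (40.8) or on the probe with the smallest p-value (47.2), and it did under the others. MYH1, read as MHC1, was 19.8% higher in pHu−, and the paper's value is −48. No alternative closed this difference. XDH was 111.1% higher in pHu+, and the paper's value is 55. It did not differ with normexp (44.9), no background correction (57), the authors' processed values (69.2), probes well above background on every array of a line (82.9) or the mean of all probes (87.3), and it did under the others. GPX8 was 51.8% higher in pHu+, and the paper's value is 37. It did not differ with normexp (32), no background correction (37.7), the slide as a block (50.6), array weights (48) or the authors' processed values (36.9), and it did under the others.

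The paper lists as upregulated or overexpressed some genes that did not pass both thresholds here. GPI (adjusted p = 0.0521) passed with the 75th percentile, quantile normalization, probes well above background on every array of a line, the array row or the replicate number as a block, array weights, the mean of all probes and the probe with the smallest p-value. PRKAB2 (0.0543) passed with the 75th percentile, quantile normalization, normexp, no background correction, probes well above background on every array of a line, the replicate number as a block, array weights, the authors' processed values and the probe with the smallest p-value. PRKAG3 (0.0613) passed with quantile normalization, the replicate number as a block, array weights, the authors' processed values and the probe with the smallest p-value. VIM (0.0542) passed with the 75th percentile, normexp, no background correction, probes well above background on every array of a line, the slide as a block, array weights, the authors' processed values and the probe with the smallest p-value. GPX3 (0.0744) passed with the 75th percentile, quantile normalization, normexp, no background correction and the authors' processed values. GSR (0.0471, with a log2 fold-change just short of the limit) passed with these 5 settings, the replicate number as a block and array weights. MYH6 (0.068) passed with the replicate number as a block, array weights and the probe with the smallest p-value. IFRD1 (0.327) passed under no alternative.

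The paper names 14 genes as kept in all of its fsPLS models, and 6 of them were kept in all models here, fitted to the line mean. The paper gives MHC1 as lower in pHu−, and no probe named MYH1 in the files was lower. It gives MHC9 as higher in pHu−, as was the 1 MYH9 probe that passed the thresholds, 40% higher. The 9 other probes named MYH9 were lower, none of them past the threshold. The MHC and MYH names were matched by number only, so whether they stand for the same genes is open.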

Other observations

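The tests of a wrong label for 1 bird and of probes present in 1 line were chosen only after the result was seen. The tests of the marker lists by their widest gap and of the LSMEM1 probes by a bound were also set after the values had been seen. All gene lists were written before the data were examined.

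The difference between the lines in the number of DEGs was set against other splits of the birds. Of 100 splits into 15 and 16 birds, the real split included, 1 gave as many DEGs and 1 as many differentially expressed probes, the real one in both cases. No other split gave more than 1 gene or 2 probes. For the glycolysis list 1 split of 100 gave a camera p as small, and the lowest p of the others was 0.0095. Chance can be excluded for the numbers of DEGs and of probes. For the glycolysis list it is unlikely but not excluded, as 100 splits cannot show a smaller share. Other splits also reached low camera p-values for this list, among them 0.0095, 0.01089, 0.01281, 0.01304 and 0.0131. The camera p of 0.00113 may thus be too small, and with an estimated correlation it was 0.122. Of 30 splits used for the fsPLS models, 1 gave a mean Q2 as high, but 27 of the others had no model because no gene passed the filter on DEGs. The comparison thus repeats the one on the number of DEGs and does not exclude chance for the models on its own. The 2 other splits with a model had a mean Q2 of 0.592 in 1 fold and 0.119 in 2 folds, with an MSEP relative to the variance of 2.36 and 1.885, against 0.241 for the lines. As blocks, slide difference (1597 DEGs) and array row difference (1613) left the number nearly as it was, which argues against either as the whole cause. The selection of the lines stays open as a biological explanation and was not tested by other means.

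Of the 9 other lists, 4 passed an adjusted p of 0.05, and 25 of 100 splits gave as many, so chance cannot be excluded for these lists as a group. Oxidative phosphorylation was higher in pHu− (camera p = 0.00159) in 14 of 15 genes, none of which passed alone and 3 of which did when adjusted over the list alone. Its fry p was 0.0437 (adjusted p = 0.0876) and its p with an estimated correlation 0.312. Connective tissue genes were higher in pHu+ by camera, but not by fry (0.0794) or with an estimated correlation (0.248). The lists of slow fibre (0.604), blood (0.0522), adipocyte (0.346) and macrophage markers (0.134) did not pass. Of the matched genes of the contractile list 7, of the slow fibre list 6 and of the regeneration list 1 are also in another list, and the paper names 4 glycolysis genes, 1 gluconeogenesis gene and 2 contractile genes from these birds.

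A lower share of muscle fibres in 1 line, with the other cell types in unchanged proportions, would raise the markers of all of these alike. The 4 lists moved apart instead. Adipocyte and blood markers were higher in pHu−, with mean differences of 0.16 and 0.39, and connective tissue and macrophage markers higher in pHu+, at −0.29 and −0.28. None of the 4 passed alone (adjusted permutation p = 0.0851 for each). The widest gap, 0.68, had a two-sided permutation p of 0.025, which argues against such an even change as the whole cause. It cannot decide on a lower share of muscle fibres that comes with more connective tissue and macrophages alone, as both lists were higher in pHu+. All 11 connective tissue genes, 6 of 8 adipocyte, 5 of 9 blood and 9 of 10 macrophage genes were expressed in these samples. Of the most abundant, SPARC stood at 7.34 in pHu− and 7.71 in pHu+, ADIPOQ at 8.03 and 7.96, HBBA at 6.87 and 6.56, and CD74 at 5.21 and 6.59, as log2 values relative to the array median. A change in a single cell type may still contribute and stays open.

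Birds of the pHu+ line varied more among themselves than those of the pHu− line, with a median ratio of their SDs of 1.28 over expressed probes. Over the other splits this ratio lay between 0.72 and 1.38, and 6 of 100 splits gave one as high, so chance cannot be excluded. With row means taken out the ratio was 1.3, which argues against the array row as its source.

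The LSMEM1 probe from 28713819 to 28713874 on chromosome 1 of galGal3 was the single probe of the array that was well above background in at least 15 of the 16 birds of pHu+ or 14 of the 15 of pHu− and in at most 2 of the other line. Of 100 splits 2 gave as many such probes, so a chance division of the birds is an unlikely source. The LSMEM1 transcript as such is not absent from pHu−, since its probe from 28715997 to 28716056 had the same level in both lines within the error. The paper's Fig. 4 shows LSMEM1 as lower in pHu− on the array and not by RT-qPCR. The log2 fold-changes of the probes differed by at least the bound of −2.90, which is in line with a sequence variant under a probe that is frequent in pHu−. A transcript of LSMEM1 that is used in pHu+ would give the same difference and stays open, as no sequence of these birds was analysed here.

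One pHu− bird, replicate 9, stood at 0.79 on this LSMEM1 probe, within the pHu+ range of −0.63 to 1.68, while no other pHu− bird was above −2.83. At LOC107052650 it also had the highest level of its line, 6.94, where the next was 6.66 and the pHu+ birds lay between 6.68 and 7.57. If the genes were independent, the chance that 1 bird of 15 is highest at both would be 0.067. A wrong line label for this bird is argued against, because at 88.8% of 1898 other probes called without it the bird lay nearer to the pHu− mean, against 37.2 to 86.6% in the other pHu− birds. Without it the fitted log2 fold-change was −4.80 (adjusted p = 2.04e-15 by limma) at the LSMEM1 probe and −0.64 (adjusted p = 9.55e-06) at LOC107052650. At PPP1R3A, which lies near both genes, this bird stood at 6.164, the highest level of the pHu− line, against a pHu+ mean of 4.94. A pHu+ level of this bird was thus not seen at PPP1R3A. A hypothesis is that this bird carries a pHu+ type of the segment of chromosome 1 that holds LSMEM1 and LOC107052650, which was not tested.

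DEGs lay side by side along the chromosomes more often than chance gives. Of 780 DEGs with a symbol and a position, 81 pairs were neighbours, where 95% of 1000 permutations of the calls gave 43 to 70 (p = 0.001998). With all 1318 DEGs with a position there were 206 pairs (p = 0.001, the smallest these permutations can give). These pairs hold called genes only, so they leave open whether PPP1R3A, LSMEM1 and LOC107052650 lie close together by this tendency, as LSMEM1 was not called. Segments fixed by selection or drift in 1 line, and regulation shared by neighbours, may each give this and were not told apart by any test here.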
